# Selenoproteins regulate macrophage invasiveness and extracellular matrix-related gene expression

**DOI:** 10.1186/1471-2172-10-57

**Published:** 2009-10-28

**Authors:** Bradley A Carlson, Min-Hyuk Yoo, Yasuyo Sano, Aniruddha Sengupta, Jin Young Kim, Robert Irons, Vadim N Gladyshev, Dolph L Hatfield, Jin Mo Park

## Abstract

**Background:**

Selenium, a micronutrient whose deficiency in diet causes immune dysfunction and inflammatory disorders, is thought to exert its physiological effects mostly in the form of selenium-containing proteins (selenoproteins). Incorporation of selenium into the amino acid selenocysteine (Sec), and subsequently into selenoproteins is mediated by Sec tRNA^[Ser]Sec^.

**Results:**

To define macrophage-specific selenoprotein functions, we generated mice with the Sec tRNA^[Ser]Sec ^gene specifically deleted in myeloid cells. These mutant mice were devoid of the "selenoproteome" in macrophages, yet exhibited largely normal inflammatory responses. However, selenoprotein deficiency led to aberrant expression of extracellular matrix-related genes, and diminished migration of macrophages in a protein gel matrix.

**Conclusion:**

Selenium status may affect immune defense and tissue homeostasis through its effect on selenoprotein expression and the trafficking of tissue macrophages.

## Background

Macrophages, a class of myeloid leukocytes with phagocytic activity and inflammatory signaling properties, play a pivotal role in antimicrobial defense and tissue homeostasis [1-3]. These tissue-resident immune cells express receptors that detect the presence of signature molecules associated with microbial infection and tissue damage [4,5]. Such receptors signal to induce macrophage production of cytokines and other inflammatory mediators that effect pathogen clearance and tissue repair. Many cell-intrinsic and -extrinsic regulatory mechanisms act to limit inflammatory signaling in macrophages, thereby preventing excessive, self-destructive responses of the cell. Furthermore, the spatial and temporal turnover of macrophages in tissue is subject to dynamic control by the local microenvironment and metabolic state. Uncontrolled macrophage recruitment and activation is associated with development of rheumatic, cardiovascular, metabolic, and neoplastic disorders.

Selenium is a dietary trace element that exerts both beneficial and adverse effects on health depending on the specific chemical form and dose. Deficiency or excess of dietary selenium has been linked to immune dysfunction and inflammatory disorders [6,7] although the precise molecular mechanisms remain to be determined. In living organisms, selenium either exists as low-molecular weight compounds such as selenite, selenomethionine, methylselenol or selenomethylselenocysteine, or is assimilated into selenium-containing proteins (selenoproteins) by way of the amino acid selenocysteine (Sec). Apart from nonspecific selenium incorporation into protein, the pathway of Sec and selenoprotein biosynthesis requires a unique tRNA, Sec tRNA^[Ser]Sec ^[8,9].

Using a conditional gene knockout strategy, we have shown that ablation of Sec tRNA^[Ser]Sec ^results in the loss of expression of the whole selenoprotein set, or selenoproteome, in hepatocytes [10], and T cells [11]. Therefore, cell type-specific deletion of the Sec tRNA^[Ser]Sec ^gene (*Trsp*) offers a useful way to examine the physiological effects of selenium in the form of selenoproteins in relation to the function of a desired cell type. In this paper, we present data from a study of mice lacking Sec tRNA^[Ser]Sec ^in macrophages and describe the molecular and cellular abnormalities caused by the ablation of macrophage selenoprotein expression.

## Results

### Selenoprotein expression in macrophages

The mouse genome contains 24 selenoprotein genes [12]. Individual selenoproteins exhibit tissue specificity in their expression levels and regulation patterns [13]. To examine selenoprotein mRNA expression in primary mouse macrophages, we isolated total RNA from bone marrow-derived macrophages (BMDMs) and analyzed the expression of all 24 mouse selenoprotein genes by real-time qPCR (Figure 1A). Compared to 3T3 fibroblasts, a non-myeloid cell type that we used in parallel, macrophages expressed relatively high levels of genes encoding glutathione peroxidases 1 (GPx1), thioredoxin reductase 1 (TR1), the 15-kDa selenoprotein (Sep15), and selenoproteins P, R, K, and T (Figure 1A). To compare selenoprotein gene expression in resting and activated macrophages, BMDMs were subjected to RNA extraction with and without treatment with lipopolysaccharide (LPS), a toll-like receptor 4 (TLR4) agonist that induces potent inflammatory responses. TR1 gene expression was significantly increased in BMDMs after 4 h of incubation with LPS (Figure 1B).

**Figure 1:**
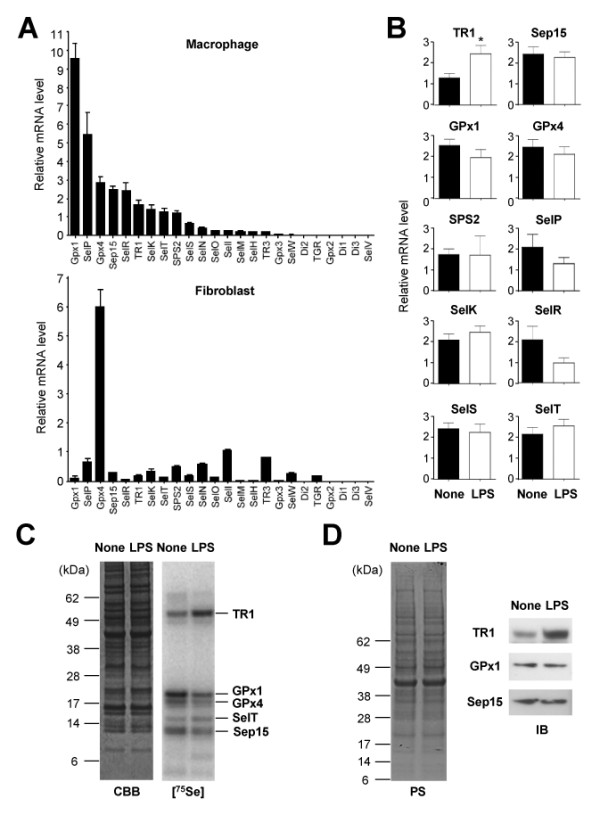
**Profiling of selenoprotein gene expression in macrophages**. (A) Selenoprotein gene expression in macrophages (BMDMs) and fibroblasts (NIH3T3 embryonic fibroblasts) was analyzed by real-time qPCR and is shown as relative mRNA level to GUSB (β-glucuronidase; internal control). (B) Macrophages left unstimulated (None) and stimulated with LPS (100 ng/ml; 4 h) were subjected to RNA extraction and real-time qPCR. Data represent mean ± standard deviation (*n *= 4). *, *p *< 0.05. (C) ^75^Se-labeled selenoproteins in macrophages are visualized by autoradiography after SDS electrophoresis. Macrophages were left unstimulated (None) and stimulated with LPS (100 ng/ml; 6 h) before protein extraction. The identities of the major, labeled selenoproteins are designated on the right of panel. CBB, Coomassie Brilliant Blue. (D) Whole cell lysates from macrophages treated with LPS as in (C) were analyzed by immunoblotting with antibodies against the proteins indicated on the left. PS, Ponceau S.

Selenoprotein expression in macrophages was further examined by labeling BMDMs with ^75^Se, and analyzing labeled selenoproteins by gel electrophoresis [14]. BMDMs expressed a distinct set of selenoproteins, whose repertoire was largely unchanged by LPS activation (Figure 1C). However, the amount of TR1 was substantially increased, whereas that of GPx1 was modestly decreased in LPS-treated macrophages, which was verified by immunoblotting with antibodies specific to individual selenoproteins (Figure 1D). In addition to TR1 and GPx1, several other selenoproteins with high mRNA abundance in macrophages were detected as ^75^Se-labeled protein bands on the gel.

### Ablation of *Trsp *and selenoprotein expression in macrophages

To study the macrophage-specific functions of selenoproteins, we generated mutant mice in which deletion of floxed (*fl*) alleles of *Trsp *is driven by Cre recombinase expressed under the control of the lysozyme M (*LysM*) promoter. *LysMCre *expression is restricted to macrophages and other leukocyte subpopulations of myeloid origin [15].*Trsp*^*fl*/*fl*^-*LysMCre *(*ΔTrsp*^*M*^) mice were born at Mendelian ratios, survived to adulthood, and displayed no spontaneous pathology under the specific pathogen-free condition (data not shown).

We examined the effects of *Trsp *deletion on selenoprotein expression and function in macrophages. In *ΔTrsp*^*M *^macrophages, synthesis of Sec tRNA^[Ser]Sec ^was almost completely abolished (Figure 2A). Correspondingly, the level of ^75^Se-labeled selenoproteins was dramatically diminished in *ΔTrsp*^*M *^macrophages as compared to that of control (*Trsp*^*fl*/*fl*^) cells (Figure 2B), indicating that the Sec tRNA^[Ser]Sec^-mediated cotranslational mechanism is the major pathway for selenium incorporation into protein in macrophages. The low amounts of residual ^75^Se-labeled proteins in *ΔTrsp*^*M *^macrophages (Figure 2B) likely represent selenoproteins derived from non-macrophage cells contaminating the BMDM preparation and also from a small fraction of cells that have escaped *Trsp *deletion. Many selenoproteins function to quench reactive oxygen species (ROS) and other forms of oxidants, or function to repair oxidative damage [12]. We previously found that selenoprotein-deficient T cells accumulated higher ROS than control cells and failed to mount ROS-sensitive T cell receptor responses [11]. Similarly, steady state levels of ROS were higher in resting *ΔTrsp*^*M *^macrophages than in control cells (Figure 2C and 2D). Therefore, the antioxidant function of selenoproteins is required to maintain redox homeostasis in various cell types including macrophages.

**Figure 2:**
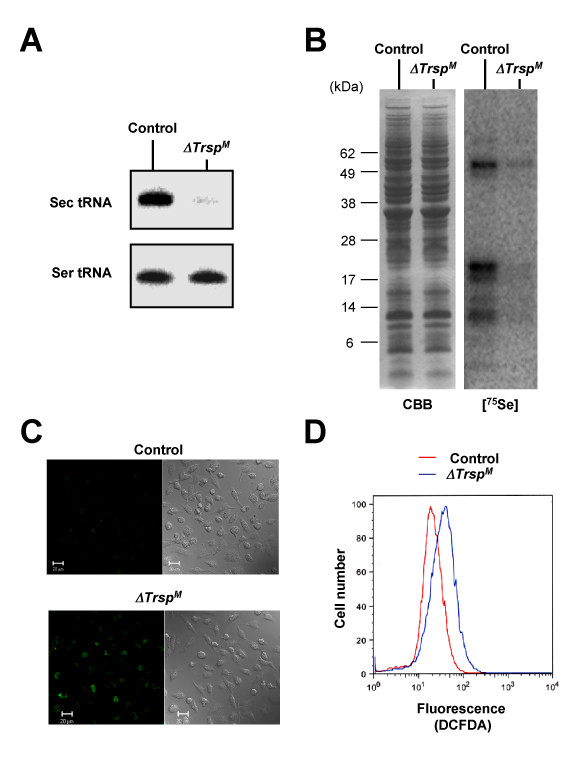
**Characterization of *ΔTrsp*^*M *^macrophages**. (A) The levels of tRNA^[Ser]Sec ^and tRNA^*Ser *^in macrophages (BMDMs) derived from control and *ΔTrsp*^*M *^mice as determined by Northern blotting are shown. (B) ^75^Se-labeled selenoproteins are visualized by autoradiography after SDS electrophoresis as in Figure 1B. CBB, Coomassie Brilliant Blue. (C) ROS production was analyzed by confocal microscopy following DCFDA staining. Fluorescence (left panels) and phase contrast (right panels) images are shown. (D) ROS production was analyzed by flow cytometry following DCFDA staining.

### Inflammatory responses in *ΔTrsp*^*M *^macrophages and mice

Macrophages contribute to the initiation of inflammation by producing cytokines in response to microbial infection and tissue injury. LPS and other inflammatory stimuli bring about transient ROS accumulation as part of cellular signaling events [16,17]. Selenoproteins such as GPx isoforms were previously shown to regulate inflammatory responses [18,19]. We therefore explored the effect of selenoprotein deficiency and the resultant redox imbalance on the macrophage inflammatory response. Signaling to the transcription factor NF-κB, and the mitogen-activated protein kinase (ERK, JNK and p38) cascades are crucial for cellular responses to inflammatory stimuli. In LPS-treated macrophages, degradation and replenishment of IκBα, both indicative of NF-κB activation, occurred independently of selenoprotein status (Figure 3A). Induction of phosphorylated ERK, JNK and p38, the active forms of the protein kinases, by LPS was also normal in *ΔTrsp*^*M *^macrophages (Figure 3A). We also compared LPS-induced inflammatory gene expression in control and *ΔTrsp*^*M *^macrophages. The magnitude and kinetics of expression of the genes encoding the cytokines tumor necrosis factor-α and interleukin-1β, and the chemokines KC and macrophage inflammatory protein-2 (*Tnf*, *Il1b*, *Cxcl1*, and *Cxcl2*, respectively) were similar in both macrophage groups (Figure 3B).

**Figure 3:**
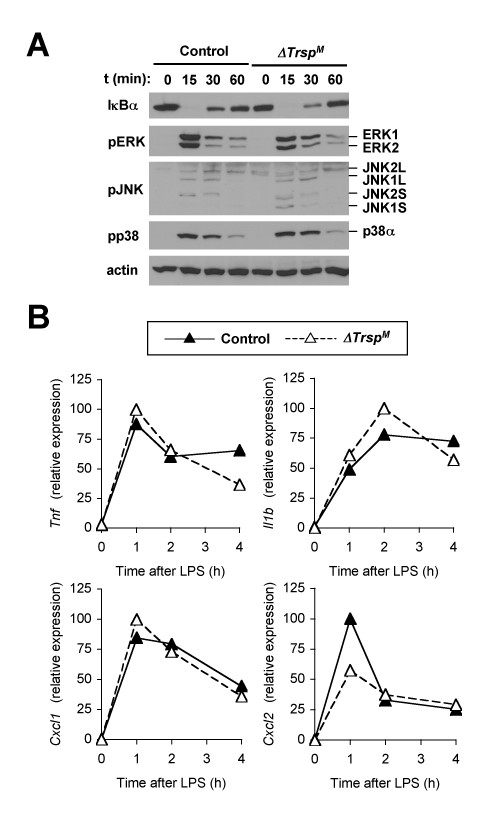
**Inflammatory signaling and inflammatory gene expression in selenoprotein-deficient macrophages**. (A) Whole cell lysates from BMDMs treated with LPS were prepared after the indicated durations of stimulation and analyzed by immunoblotting with antibodies against the proteins indicated on the left. Data are representative of five experiments. (B) BMDMs were treated with LPS (100 ng/ml) for the indicated durations, and gene expression was analyzed by qPCR. Data are representative of three experiments. There were no statistically significant differences in the genes tested.

To assess the effects of myeloid-specific selenoprotein deficiency on *in vivo *pathology, control and *ΔTrsp*^*M *^mice were subjected to different models of the inflammatory response. The models employed in our study include LPS endotoxemia, chemical irritant (12-*O*-tetradecanoylphorbol-13-acetate [TPA]) dermatitis, and zymosan-induced peritonitis. In these experimentally induced inflammatory responses, *ΔTrsp*^*M *^mice manifested rates of mortality, and levels of cytokine production, local edema formation, and neutrophil infiltration that are comparable to those seen in control animals (Figure 4). Hence, despite selenoprotein deficiency and deregulated ROS generation in macrophages, *ΔTrsp*^*M *^mice appeared normal in macrophage-mediated inflammatory responses.

**Figure 4:**
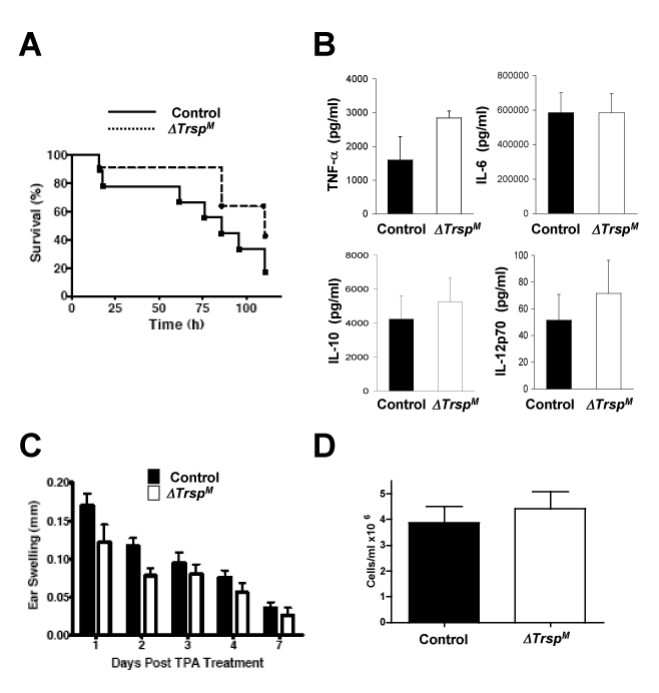
**Inflammatory responses in *ΔTrsp*^*M *^mice**. (A) LPS (50 mg/kg) was intraperitoneally injected into mice. Mortality of the animals was determined at the indicated time points (*n *= 9 for control mice; *n *= 11 for *ΔTrsp*^*M *^mice). (B) Serum samples were collected 2 h after intraperitoneal LPS injection, and cytokine concentrations were measured. Data represent mean ± standard error (*n *= 3). There were no statistically significant differences in the cytokines tested. (C) Changes in ear thickness of individual mice after TPA treatment were determined on the indicated days. Data represent mean ± standard error (*n *= 8). (D) Neutrophils recruited to the peritoneal cavity following zymosan injection were recovered and counted. Data represent mean ± standard error (*n *= 3).

### Changes in gene expression in *ΔTrsp*^*M *^macrophages

A recent study that used independently created *Trsp *mutant mouse lines also showed that Sec tRNA^[Ser]Sec ^ablation resulted in elevated ROS generation in macrophages and hepatocytes, yet its effects on cell survival and function were masked by compensatory induction of a cytoprotective transcription program mediated by NF-E2-related factor 2 [20]. The lack of discernable inflammatory phenotypes in *ΔTrsp*^*M *^mice may be attributable to such redundancy in cellular antioxidant mechanisms. We reasoned that, in addition to their known activities, selenoproteins expressed in macrophages provide other, nonredundant functions, the loss of which may be translated into gene expression patterns. To test this idea, we analyzed global gene expression profiles of control and *ΔTrsp*^*M *^macrophages. 

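BMDMs, the macrophages that grow from bone marrow cells in culture, were taken after 7 days of differentiation from control mice, which carried floxed *Trsp* alone, and from *ΔTrsp* M mice. They were left unstimulated or stimulated with LPS for 4 h. RNA from each culture was hybridized to a GeneChip Mouse 430 2.0 array, on which sets of short probes (probe sets) each report on one transcript. There were 12 arrays, 3 for each genotype and stimulus. The replicates are numbered 1 to 3 in each group, and the sources used here do not say whether they came from separate mice, so the p-values measure only the spread between these samples, which may be technical. *Lyz2*, the lysozyme M gene whose promoter drives Cre, had a log2 signal of 13.41 ± 0.13 (SD, n = 3) in unstimulated control cells and 13.65 ± 0.03 in unstimulated *ΔTrsp* M cells. After LPS it was 13.33 ± 0.18 in control cells and 13.78 ± 0.19 in *ΔTrsp* M cells, and neither difference passed the test (adjusted p = 0.99986 and 0.815 from limma). *Trsp* itself is not analysed here, so the arrays do not check the genotype labels. The authors normalized the arrays in Expression Console and deposited one linear signal intensity for each of 45101 probe sets. The mean signal of an array ranged from 734 to 771 (median 763) in unstimulated control cells, from 575 to 847 (median 721) in unstimulated *ΔTrsp* M cells, from 492 to 861 (median 759) in LPS-stimulated control cells and from 199.7 to 675 (median 492) in LPS-stimulated *ΔTrsp* M cells. On the array of LPS-stimulated *ΔTrsp* M replicate 2, 47.7% of the probe sets had a signal under 16, against 16.1% to 28.8% on the other arrays. The arrays were therefore brought to a common distribution of signals by quantile normalization, 16 was added to each value and log2 was taken, which understates the fold changes of dim genes. Each of 18193 genes was tested on its probe set with the highest mean signal, with limma fitted to the 4 groups together and with Benjamini-Hochberg adjustment over all genes. The number of arrays limits the precision. Data were simulated for the comparison of genotypes in LPS-stimulated cells over 18193 genes. In them 4% of the 2-fold changes, 40% of the 3-fold changes and 58% of the 4-fold changes passed an adjusted p of 0.05.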

Mouse whole-genome DNA microarrays were used to determine mRNA levels in the two macrophage groups that were left unstimulated and stimulated with LPS. 

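Among single genes, few differences between *ΔTrsp* M and control macrophages passed the test. In LPS-stimulated *ΔTrsp* M macrophages 2 genes were lower and 0 were higher at an adjusted p under 0.05 from limma. They were *Heg1*, which encodes a transmembrane protein of cell junctions, and *Tmem132e*, which encodes another membrane protein. Both calls were lost when only the LPS arrays were fitted and by the methods' t-test. The other probe set of *Tmem132e* had the opposite direction after LPS (log2 fold change 1.32), and the mean of both did not pass. Over both stimuli together, *Uchl1*, a deubiquitinating enzyme abundant in neurons, was higher in *ΔTrsp* M macrophages by a log2 fold change of 1.18 (standard error 0.12, adjusted p = 0.0056), and it was higher in 3 of 3 same-numbered pairs of cultures with each stimulus. Its log2 signal was 9.00 ± 0.05 (SD, n = 3) in unstimulated control cells and 10.28 ± 0.15 in unstimulated *ΔTrsp* M cells. Its call was lost when each array was centred on its median in place of quantile normalization (adjusted p = 0.239) and with no scaling (adjusted p = 0.738). In unstimulated cells 0 genes passed by limma, with 435 genes at an unadjusted p under 0.05 (204 higher and 231 lower), and 0 genes passed by the methods' t-test after adjustment. *Vcam1*, an adhesion molecule bound by leukocyte integrins, had a log2 signal of 10.15 ± 0.50 (SD, n = 3) in unstimulated control cells and 7.39 ± 0.71 in *ΔTrsp* M cells, a log2 fold change of −2.76 (standard error 0.36, adjusted p = 0.0705). *Mt2*, a metal-binding metallothionein, had 9.21 ± 0.37 and 11.06 ± 0.03, a log2 fold change of 1.85 (standard error 0.24, adjusted p = 0.0705). After LPS the log2 fold changes of *Vcam1* and *Mt2* were −0.56 and −0.09, and the difference between the stimuli did not pass for either gene (adjusted p = 0.850 and 0.369). *Vcam1* passed in unstimulated cells without *ΔTrsp* M replicate 3 (−3.17, adjusted p = 0.020). Further genes lower in all 3 unstimulated *ΔTrsp* M arrays than in any control array at an unadjusted p under 0.01, none of which passed, were *Cd4*, the T cell co-receptor (log2 fold change −1.57), *Ccr3*, a chemokine receptor of eosinophils (−1.36), and the interferon-inducible genes *Sp110* (−1.68), *Gbp6* (−1.56) and *Gbp8* (−1.41). Higher in the same sense were *Gem*, a small GTP-binding protein (1.56), *Itgb7*, an integrin subunit (1.29), and *Nectin1*, an adhesion molecule (1.27). *Sp110*, *Gbp6* and *Gbp8* were highest on unstimulated control replicate 2, which carried part of their values. There *Sp110* was at 8.18 against 6.71 and 6.69 on the other control arrays, and *Gbp6* at 7.72 against 6.02 and 6.14. In LPS-stimulated cells 1051 genes had an unadjusted p under 0.05 (652 higher and 399 lower). Among genes at an unadjusted p under 0.01 whose arrays did not overlap between genotypes, *Lhfpl2* (log2 fold change 1.83), the chemokine receptor *Cxcr4* (1.62) and the receptor tyrosine kinase *Epha1* (1.61) were on the higher side, and the peptide transporter *Slc15a2* (−1.93) and *Oas1f* (−1.81), of the oligoadenylate synthetase family, on the lower side; none of these passed, while *Slc15a2* did without LPS-stimulated *ΔTrsp* M replicate 2 (−2.44, adjusted p = 0.033). *Cxcr4* was at 8.95, 10.32 and 7.87 on the LPS-stimulated *ΔTrsp* M arrays, so the dim replicate 2 carried part of its value. With uniform p-values 909.7 genes would have an unadjusted p under 0.05. In data simulated with no change, the fit without pairing is conservative, with 1785 p-values under 0.05 in 5 draws of 18193 genes against 4500 with the replicate number as a block. With that block the counts at that level were 800 and 1642, and the numbers past adjustment stayed at 0 in unstimulated and 2 in LPS-stimulated cells. The groups did not overlap for 7.32% of the genes in unstimulated cells and 9.14% in LPS-stimulated cells. Independent arrays would give 10% by chance, but same-numbered arrays were correlated, so that share is not an exact reference.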

Specific sets of genes showed significantly higher or lower expression in *ΔTrsp*^*M *^macrophages (Figure 5A and data not shown). The data obtained from the DNA microarray experiments were verified by real-time qPCR analysis (Figure 5B).

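On the arrays all 6 genes of Figure 5B had higher mean signals in *ΔTrsp* M than in control macrophages with either stimulus, and no difference passed an adjusted p of 0.05. *Tagln*, which encodes the actin-binding protein transgelin, had a log2 signal of 6.79 ± 1.28 (SD, n = 3) in LPS-stimulated control cells and 9.82 ± 1.18 in LPS-stimulated *ΔTrsp* M cells. This is a log2 fold change of 3.03 (standard error 1.00, adjusted p = 0.716 from limma). In unstimulated cells its log2 fold change was 1.08, between 8.03 ± 1.48 and 9.10 ± 1.71. *Ctgf*, named *Ccn2* in the array annotation, encodes connective tissue growth factor. Its log2 signal was 8.69 ± 0.92 in LPS-stimulated control cells and 10.76 ± 1.15 in *ΔTrsp* M cells (log2 fold change 2.07, standard error 1.00, adjusted p = 0.868), and its log2 fold change in unstimulated cells was 1.42. *Bgn*, which encodes the matrix proteoglycan biglycan, went from 8.56 ± 0.60 to 10.09 ± 0.78 in LPS-stimulated cells, a log2 fold change of 1.52 (standard error 0.84, adjusted p = 0.909), and differed by 0.52 in unstimulated cells. For *Col1a1*, a chain of type I collagen, the log2 fold changes were 1.41 after LPS (standard error 1.00) and 0.38 without it. *Timp3*, an inhibitor of metalloproteinases, had 1.30 and 0.90 (standard error 0.83), and *Cdh11*, a cadherin of mesenchymal cells, had 1.13 and 1.06 (standard error 1.09). The standard deviations among the unstimulated control arrays were large, from 1.39 for *Cdh11* to 2.25 for *Col1a1*, with replicate 2 the lowest of the 3 for each gene. Compared within same-numbered cultures, each gene was higher in *ΔTrsp* M cells in 3 of 3 pairs with each stimulus, except *Col1a1* in 2 of 3 unstimulated pairs. A sign of RNA quality, the actin 3' to 5' ratio, was higher in *ΔTrsp* M cells in the same 6 pairs. The same ratio for *Gapdh* was higher in 2 of 6. *Cdh11* after LPS was at 0.28 without control replicate 2 and 0.41 without *ΔTrsp* M replicate 3. The dim *ΔTrsp* M replicate 2 lowered the value instead, at 6.49 against 8.82 and 9.81 on the other LPS-stimulated *ΔTrsp* M arrays. Without unstimulated control replicate 2 the unstimulated log2 fold changes were −0.72 for *Col1a1*, −0.28 for *Bgn*, −0.0096 for *Timp3*, 0.22 for *Tagln*, 0.31 for *Ctgf* and 0.27 for *Cdh11*. *ΔTrsp* M replicate 2 was also the lowest of its group for these genes, and with the replicate number as a block and replicate 2 of all groups left out the values were 0.18 for *Col1a1*, 0.65 for *Bgn*, 0.83 for *Timp3*, 1.21 for *Tagln*, 1.19 for *Ctgf* (*Ccn2*) and 1.20 for *Cdh11*.

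**Figure D1:**
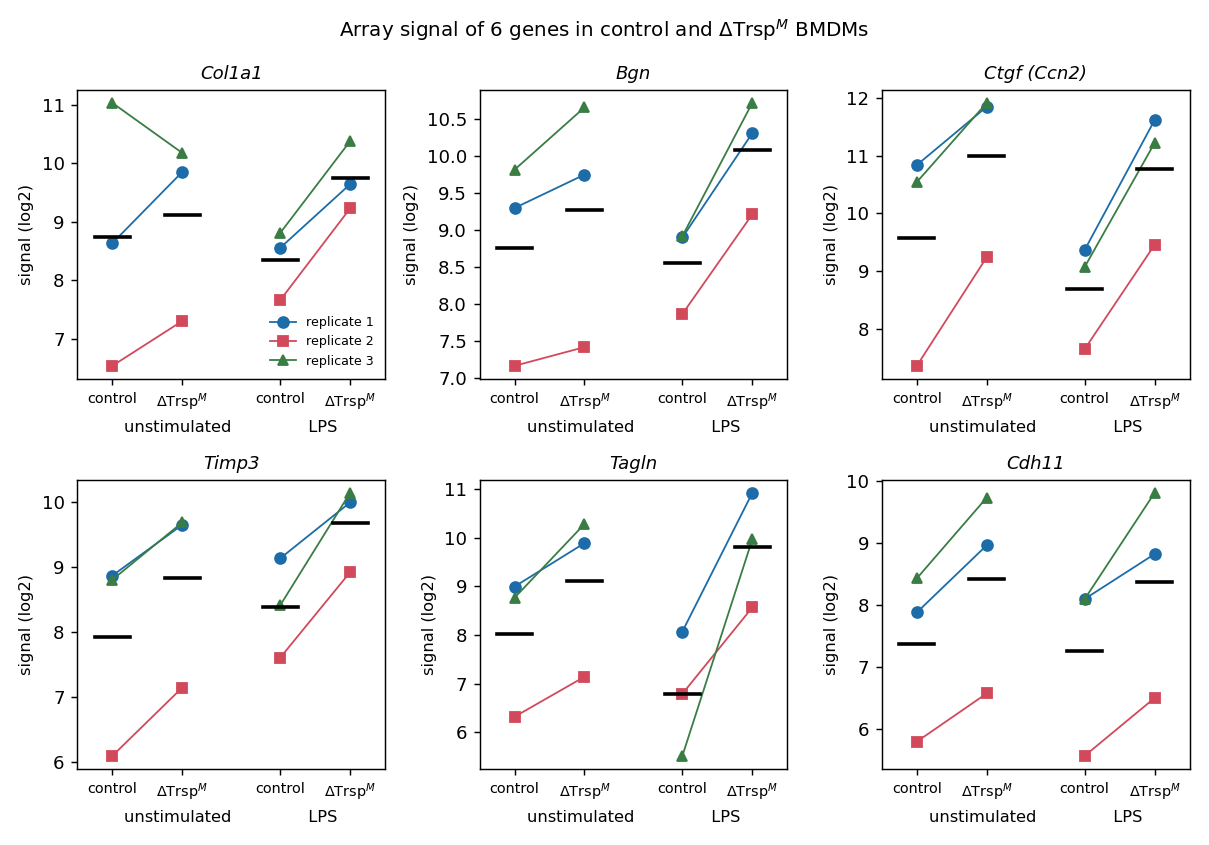
Log2 signal of the 6 genes of Figure 5B on the 12 arrays, by genotype and stimulus. Circles, squares and triangles are replicates 1, 2 and 3, lines join same-numbered control and *ΔTrsp* M cultures of one stimulus, and black bars are group means; the y axes do not start at 0 and differ between panels. In *Tagln* each of the 6 lines goes up, and the groups of unstimulated cells still overlap.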

**Figure 5:**
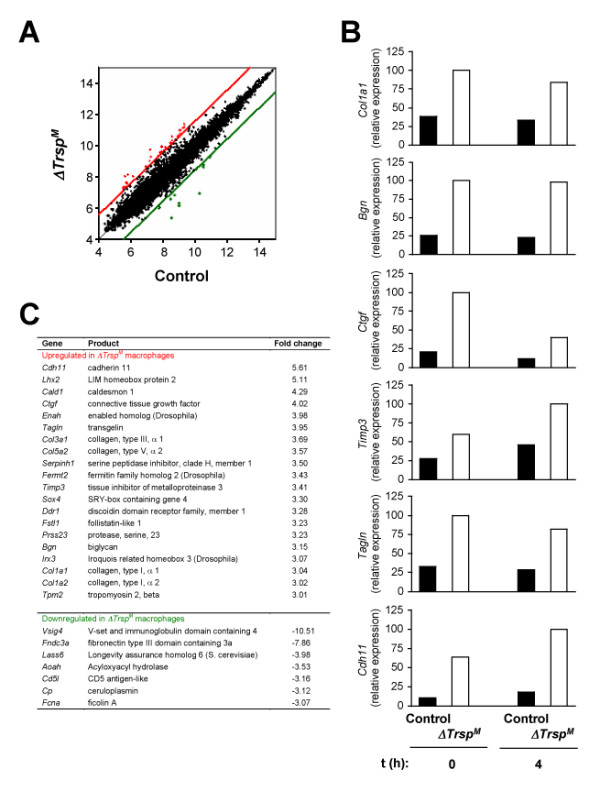
**Altered gene expression in *ΔTrsp*^*M *^macrophages**. (A) Genes upregulated (red spots) and downregulated (green spots) in *ΔTrsp*^*M *^BMDMs were shown in the scatter plots. Numbers on the ordinate and abscissa represent logarithmic values of the intensity of signal of individual microarray spots. The cut-off lines indicate the margins of gene expression ratio: 3-fold or higher (upregulated genes; red) and 3-fold or lower (downregulated genes; green). (B) The expression levels of genes identified in DNA microarray analysis were validated by real-time qPCR. Shown is the relative expression of genes in BMDMs left untreated and treated with LPS (100 ng/ml; 4 h). Data are representative of two experiments. All genes presented exhibited statistically significant differences in their expression levels in WT and *ΔTrsp*^*M *^BMDMs. (C) Genes and protein products whose expression is regulated by selenoproteins.

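At the margins of the plot, 4 genes were at least 3-fold higher and 5 at least 3-fold lower in unstimulated *ΔTrsp* M macrophages, and 20 were higher and 12 lower after LPS, whatever their p. With an unadjusted p under 0.01 from limma as well, 1 was higher and 3 were lower in unstimulated cells. These were *Mt2* on the higher side, and *Vcam1*, *Vsig4*, a complement receptor of resident macrophages, and *Sp110* on the lower side. In LPS-stimulated cells 11 genes were higher and 11 lower by both thresholds. The higher ones included *Fhl2*, a LIM-domain cofactor of transcription (log2 fold change 1.61), and *Klf1*, a transcription factor of red cell precursors (1.65), and the lower ones included *Vsig4*, *Heg1*, *Tmem132e* and *Slc15a2*. By the methods' t-test at the same thresholds, 1 gene was higher and 2 were lower in unstimulated cells, and 4 were higher and 5 lower after LPS. The split between higher and lower genes moved with the scaling of the arrays, to 3 higher and 11 lower in LPS-stimulated cells when arrays were centred on their medians, 12 and 6 after division by a trimmed mean, and 0 and 91 with no scaling. With the replicate number as a block the counts were 3 and 4 in unstimulated cells and 17 and 11 after LPS. Without *ΔTrsp* M replicate 2 they were 10 higher in unstimulated and 28 higher in LPS-stimulated cells, and without unstimulated control replicate 1 there were 12 lower genes, and without LPS-stimulated *ΔTrsp* M replicate 1 there were 25.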

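Of the 20 genes that Figure 5C lists as upregulated, all 20 had a higher mean signal in LPS-stimulated *ΔTrsp* M than control macrophages (median log2 fold change 1.33), and 17 had one in unstimulated cells (median 0.78). *Lhx2*, a LIM-homeobox transcription factor, had a log2 fold change of 2.46 after LPS (standard error 0.89, adjusted p = 0.794 from limma), with a log2 signal of 6.44 ± 2.37 (SD, n = 3) in control and 8.90 ± 0.34 in *ΔTrsp* M cells. In unstimulated cells *Lhx2* had −0.89 and was lower in *ΔTrsp* M cells in 3 of 3 pairs. Its LPS arrays were at 9.17, 5.31 and 4.85 in control cells, with differences of 0.07, 3.59 and 3.71 in the 3 pairs, and without LPS-stimulated control replicate 1 the log2 fold change of *Lhx2* was 3.82 (adjusted p = 0.024). *Fermt2*, which links integrins to actin, had a log2 fold change of 0.95 in both stimuli, *Fstl1*, a secreted glycoprotein, 1.06 after LPS, and *Prss23*, a serine protease, 0.97, which was 0.06 without LPS-stimulated *ΔTrsp* M replicate 1 and 2.13 without *ΔTrsp* M replicate 2. Replicate 2 was the lowest of its group for *Fermt2* and *Fstl1* in both genotypes, so their values depend on the arrays kept. After LPS *Fermt2* was at 6.37 against 7.54 and 7.59 in control cells, and 7.03 against 8.70 and 8.60 in *ΔTrsp* M cells. *Sox4* and *Ddr1*, a collagen receptor, had 0.75 and 0.18 after LPS and −0.20 and −0.12 in unstimulated cells. The 7 genes listed as downregulated all had lower mean signals with both stimuli (median log2 fold change −0.64 after LPS and −0.43 without it). Apart from *Vsig4* the lowest value was that of *Fcna*, a lectin that activates complement, at −0.98 in unstimulated cells (standard error 0.29, adjusted p = 0.99986). None of the 27 genes passed in either stimulus over all genes, and adjusted over the list alone 0 of the 20 were higher, while 2 of the 7 were lower in unstimulated and 1 in LPS-stimulated cells. With the replicate number as a block the counts over the list alone were 7 of 20 in unstimulated and 18 of 20 in LPS-stimulated cells. Camera, which tests a set of genes against all others, called the 20 genes higher with a preset correlation (adjusted p = 0.0155 in unstimulated and 1.5e-05 in LPS-stimulated cells) and not with an estimated correlation (adjusted p = 0.73 and 0.80). The 7 genes were called lower (adjusted p = 4.8e-06 and 8.5e-05; 0.088 and 0.32 with an estimated correlation). The study chose these genes on these samples, so their counts are not independent evidence of direction. Without unstimulated control replicate 2 the unstimulated median of the 20 genes was −0.05 and that of the 7 was −0.07. With the block and replicate 2 of all groups left out the medians were 0.77 and −0.25. The mean of the 20 genes was higher and that of the 7 lower in *ΔTrsp* M cells in all 6 pairs, those in which the actin 3' to 5' ratio, a sign of RNA quality, was higher.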

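Genes that build the extracellular matrix tended to have higher signals in *ΔTrsp* M macrophages, as did markers of stromal cells such as fibroblasts, while no single member passed over all genes in either stimulus. The lists of genes behind these statements were fixed before the data were examined, and several hold genes that the study names. The ratio of the signals at the 3' and the 5' end of the actin transcript is a sign of RNA quality. It was higher in *ΔTrsp* M cells in 6 of 6 same-numbered pairs as well. On the log2 scale the differences were 0.027 to 0.072 in unstimulated and 0.087 to 0.44 in LPS-stimulated pairs. Over the 12 arrays the ratio itself lay between 0.88 and 1.24. That of *Gapdh* was higher in 2 of 6 and the signal of 18S rRNA in 4 of 6. The 18S signal differed by 2.99 and 2.95 in unstimulated pairs 1 and 2, and by −2.55 and −1.21 in LPS pairs 2 and 3. Of 19 measured collagen genes, 16 had a log2 fold change above 0 in LPS-stimulated cells (median 0.78) and 17 in unstimulated cells (median 0.34). In each of the 6 same-numbered pairs the mean log2 signal of the collagens was higher in *ΔTrsp* M cells, by 0.23 to 0.46 in unstimulated and 0.55 to 0.78 in LPS-stimulated pairs. As a group the collagens were higher in LPS-stimulated cells by camera (adjusted p = 0.0044; adjusted p = 0.80 with an estimated correlation). In unstimulated cells they did not pass (adjusted p = 0.0742) unless the replicate number was a block (adjusted p = 0.0010; 0.26 with an estimated correlation). Of 31 matrix glycoproteins and proteoglycans, 25 were above 0 after LPS (median 0.26, adjusted p = 0.0316; 0.80 with an estimated correlation) and 24 without it (median 0.36, adjusted p = 0.020; 0.69 with an estimated correlation), with *Fbln2*, a fibulin of elastic fibers, at 1.497 after LPS. Of 15 genes of collagen synthesis and crosslinking, 12 were above 0 in unstimulated cells (median 0.42, adjusted p = 0.0149; 0.69 with an estimated correlation) and 11 after LPS (median 0.25, adjusted p = 0.0952, and 0.0039 with the block; 0.80 and 0.17 with an estimated correlation). *Loxl1*, which crosslinks elastin and collagen, had a log2 fold change of 1.67 after LPS (standard error 0.76). Single arrays carried part of the values of *Loxl1* and *Fbln2* after LPS. *Loxl1* was at 4.85 on control replicate 2, against 7.31 and 6.99 on the other control arrays. *Fbln2* was at 7.52 on *ΔTrsp* M replicate 1, against 6.02 and 5.63 on the other *ΔTrsp* M arrays. The 27 genes of the contractile actin cytoskeleton had medians of 0.28 (adjusted p = 0.0461) and 0.36 (adjusted p = 0.0159), and the 18 genes of the TGF-β response 0.19 and 0.17 (adjusted p = 0.0461 and 0.0159). With an estimated correlation neither passed (adjusted p = 0.69 for both in unstimulated and 0.80 for both in LPS-stimulated cells). The 27 integrin and adhesion genes had medians of 0.0059 and 0.04 and did not pass (adjusted p = 0.825 and 0.705). Without the genes that the study names, the collagens did not pass after LPS (median 0.77, adjusted p = 0.0570), nor did the glycoproteins without LPS (0.31, adjusted p = 0.0627) or with it (0.21, adjusted p = 0.226), the actin genes (adjusted p = 0.240 and 0.226), the TGF-β genes (adjusted p = 0.113 and 0.0758) or, after LPS, the stromal markers (adjusted p = 0.0758). The synthesis genes in unstimulated cells still passed (0.27, adjusted p = 0.0372). The lists made of the study's genes were left out of this adjustment too. The NRF2 targets, a list of antioxidant genes, kept their medians and also no longer passed (adjusted p = 0.0565 and 0.0570 by camera). The calls lost here therefore cannot be put down to the removed genes alone. Adjusted over the list alone, 0 members of these matrix, actin and TGF-β lists passed, and 1 integrin or adhesion gene was higher and 1 lower in unstimulated cells. With the block, over the list alone, 9 collagens, 6 glycoproteins, 4 synthesis genes, 9 actin genes, 4 TGF-β genes and 3 integrin or adhesion genes were higher after LPS, and 0, 0, 2, 7, 2 and 3 in unstimulated cells. Of 33 markers of fibroblasts and other stromal cells, 29 were above 0 after LPS (median 0.39, adjusted p = 0.0159; 0.80 with an estimated correlation) and 24 without it (median 0.41, adjusted p = 0.0937, and 0.0014 with the block; 0.77 and 0.16 with an estimated correlation). Without unstimulated control replicate 2 the unstimulated medians were −0.17 for the collagens, 0.05 for the glycoproteins, 0.08 for the synthesis genes, 0.05 for the actin genes, 0.04 for the TGF-β genes and −0.03 for the stromal markers. This keeps *ΔTrsp* M replicate 2, which was low as well: the mean log2 signal of the collagens was 7.68, 6.57 and 8.42 on the unstimulated control arrays and 7.99, 7.02 and 8.65 on those of *ΔTrsp* M cells. With the block and replicate 2 of all groups left out the unstimulated medians were 0.35, 0.42, 0.48, 0.21, 0.13 and 0.32 in the same order, and each group passed by camera with the preset correlation and none with an estimated correlation (adjusted p = 0.27 to 0.47). After LPS the collagens did not pass without *ΔTrsp* M replicate 3 (median 0.68), nor did the stromal markers without control replicate 2 (0.28) or *ΔTrsp* M replicate 3 (0.23), and the glycoproteins did not pass without control replicates 2 or 3 or *ΔTrsp* M replicates 1 or 3.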

The most salient feature of the genes showing aberrant expression in selenoprotein-deficient macrophages was that many were functionally related to the formation and remodeling of and cellular interaction with the extracellular matrix (ECM). In both resting and LPS-stimulated *ΔTrsp*^*M *^macrophages, these ECM-related genes were expressed at higher levels relative to control cells (Figure 5C), and included those that encode ECM components (collagen chains, extracellular proteoglycans, and secreted glycoproteins; *Col1a1*, *Col5a2*, *Bgn*, *Ctgf *and *Sparc*), inhibitors of ECM proteolysis (metalloendopeptidase and serine-type endopeptidase inhibitors; *Timp3*, and *Serpinh1*), and ECM-induced cytoskeletal remodeling (actin binding proteins; *Tagln*, *Enah*, and *Cald1*). 

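The 10 ECM-related genes named here had higher mean signals in *ΔTrsp* M macrophages with both stimuli. Their median log2 fold change was 0.97 in unstimulated and 1.52 in LPS-stimulated cells. *Sparc*, a collagen-binding glycoprotein, had a log2 signal of 8.78 ± 2.71 (SD, n = 3) in unstimulated control and 10.02 ± 1.77 in unstimulated *ΔTrsp* M cells, and 8.73 ± 0.95 and 10.35 ± 0.96 after LPS. The log2 fold changes were 1.25 and 1.63 (standard error 1.22, adjusted p = 0.944 after LPS from limma). *Col5a2*, a chain of type V collagen, had log2 fold changes of 1.03 and 1.54 (standard error 1.15), from 8.08 ± 1.26 to 9.63 ± 1.30 in LPS-stimulated cells. *Serpinh1*, a collagen chaperone of the endoplasmic reticulum, had 0.65 and 1.51 (standard error 0.88, adjusted p = 0.917 after LPS). *Enah*, a regulator of actin filament assembly, had 0.78 and 1.49 (standard error 0.87). *Cald1*, which encodes the actin- and myosin-binding protein caldesmon, had 1.25 and 1.52 (standard error 1.10). For *Col5a2*, *Enah* and *Cald1* replicate 2 was the lowest LPS-stimulated array in both genotypes, so these values depend on the arrays kept. *Cald1* was at 6.94 against 9.55 and 9.13 in control cells, and 8.16 against 11.025 and 11.00 in *ΔTrsp* M cells. Over the 10 genes, the mean log2 signal on the unstimulated control arrays was 9.20, 6.47 and 9.76 for replicates 1, 2 and 3, and 10.09, 7.59 and 10.51 on the unstimulated *ΔTrsp* M arrays. After LPS it was 8.72, 7.12 and 8.33 in control and 10.28, 8.62 and 10.38 in *ΔTrsp* M cells. Thus *ΔTrsp* M cells were higher in all 6 same-numbered pairs, by 0.76 to 1.12 without LPS and by 1.49 to 2.05 with it. Camera called the group higher (adjusted p = 0.0149 in unstimulated and 1.9e-04 in LPS-stimulated cells) with a preset correlation and not with an estimated correlation (adjusted p = 0.69 and 0.80, and 0.131 and 0.128 with the replicate number as a block). The difference between stimuli did not pass (adjusted p = 0.489). None of the 10 passed over all genes or adjusted over the list alone, whereas with the block 4 passed in unstimulated and 10 in LPS-stimulated cells over the list alone. The study chose them on these samples, so these counts are not independent evidence of direction. The stromal markers *Cxcl12*, a chemokine of marrow stroma, *Ddr2*, a collagen receptor of fibroblasts, and *Prrx1*, a mesenchymal transcription factor, had log2 fold changes of 0.64, 0.42 and 0.79 in unstimulated and 1.00, 1.17 and 1.01 in LPS-stimulated cells, the highest over both stimuli of the 13 stromal markers outside the matrix lists with a mean log2 signal of at least 6. Over both stimuli 11 of the 13 were above 0 (median 0.30), among them *Fgf7* (0.46), *Fgfr1* (0.44), *Fap* (0.31), *Tcf21* (0.30) and *S100a16* (0.25). The values in unstimulated and LPS-stimulated cells were −0.04 and 0.12 for *Gas6*, −0.33 and −0.0028 for *Eng*, 0.79 and −0.67 for *Pdgfrb* and 0.10 and −0.18 for *Pdgfra*. Of the 12 dimmer ones 8 were above 0 over both stimuli (median 0.28), from 1.06 for *Nbl1* and 0.79 for *Gas1* to −0.16 for *Osr1* and −0.46 for *Bmp4*, and none of these markers passed. Without unstimulated control replicate 2 the unstimulated median of the 10 genes was −0.05 (adjusted p = 0.786), and without unstimulated *ΔTrsp* M replicate 1 or 3 the group did not pass (median 0.59 and 0.42). With the block and replicate 2 of all groups left out the unstimulated median was 0.79 and the group passed with the preset correlation (adjusted p = 0.27 with an estimated correlation). The actin 3' to 5' ratio, a sign of RNA quality, was higher in *ΔTrsp* M cells in the same 6 pairs, and the same ratio for *Gapdh* in 2 of 6.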

A few other genes were detected as being expressed at lower levels in LPS-treated *ΔTrsp*^*M *^macrophages, but their repertoire did not point to any particular shared attributes (Figure 5C).

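*Vsig4*, a complement receptor found on resident tissue macrophages, had a lower mean signal in LPS-stimulated *ΔTrsp* M macrophages. Its log2 signal was 10.07 ± 0.16 (SD, n = 3) in control and 7.38 ± 0.81 in *ΔTrsp* M cells, a log2 fold change of −2.68 (standard error 0.37, adjusted p = 0.0860 from limma). In unstimulated cells it was 10.43 ± 0.17 and 7.94 ± 0.48 (log2 fold change −2.49, adjusted p = 0.129). Over both stimuli *Vsig4* fell by 2.59 on the log2 scale (adjusted p = 0.0056), and it was lower in all 6 same-numbered pairs, those in which the actin 3' to 5' ratio, a sign of RNA quality, was higher. *Heg1* fell from 7.28 ± 0.31 to 4.67 ± 0.23 in LPS-stimulated cells (log2 fold change −2.61, standard error 0.24, adjusted p = 0.0023), in 3 of 3 pairs. LPS raised *Heg1* by 2.28 in control cells (adjusted p = 1.1e-04), and its log2 fold change with LPS in *ΔTrsp* M cells was 0.30. The difference between stimuli did not pass (log2 −1.98, adjusted p = 0.296). *Tmem132e* fell from 6.75 ± 0.25 to 4.56 ± 0.08 (log2 fold change −2.19, standard error 0.20, adjusted p = 0.0023), in 3 of 3 pairs, and had 4.80 ± 0.21 and 4.88 ± 0.17 in unstimulated cells. LPS raised it by 1.95 in control cells (adjusted p = 9.0e-05), and the difference between stimuli had an adjusted p of 0.0766. Both genes were near background in LPS-stimulated *ΔTrsp* M cells and in unstimulated cells of both genotypes. The fold changes of the probe sets used, those with LPS in control cells included, are therefore not exact and may be understated. For *Tmem132e* they hold for the probe set and not for the gene, since its other probe set had the opposite direction after LPS. The differences between stimuli compare values near background. Of the other downregulated genes of Figure 5C, *Cd5l*, a scavenger-receptor protein secreted by macrophages, had a log2 fold change of −0.72 after LPS (−1.42 without *ΔTrsp* M replicate 1), *Aoah*, a lipase that inactivates LPS, −0.68, *Cp*, which encodes ceruloplasmin, −0.44, *Fndc3a* −0.42, and *Lass6*, a ceramide synthase now named *Cers6*, −0.18. None of these passed. The probe set used for *Cp* had the smallest fall after LPS of all its probe sets. The others had log2 fold changes from −0.59 to −1.53. For *Aoah* and *Cp* replicate 2 was the highest LPS-stimulated array in both genotypes, so their values depend on the arrays kept. *Aoah* was at 11.20 against 9.22 and 9.89 in control cells, and 10.255 against 8.46 and 9.53 in *ΔTrsp* M cells. The call of *Heg1* and *Tmem132e* after LPS was lost when only the LPS arrays were fitted (adjusted p = 0.222), by the methods' t-test (adjusted p = 0.440), and with the block once replicate 2 was left out (adjusted p = 0.341). In LPS pairs 1 and 3, which remain without replicate 2, *Heg1* differed by −2.35 and −2.80 and *Tmem132e* by −1.82 and −2.46. The other probe set of *Tmem132e* had the opposite direction after LPS (log2 fold change 1.32), and the mean of both was −0.43 (adjusted p = 0.857). *Vsig4* passed after LPS without *ΔTrsp* M replicate 1 (log2 fold change −3.15, adjusted p = 0.0082).

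**Figure D2:**
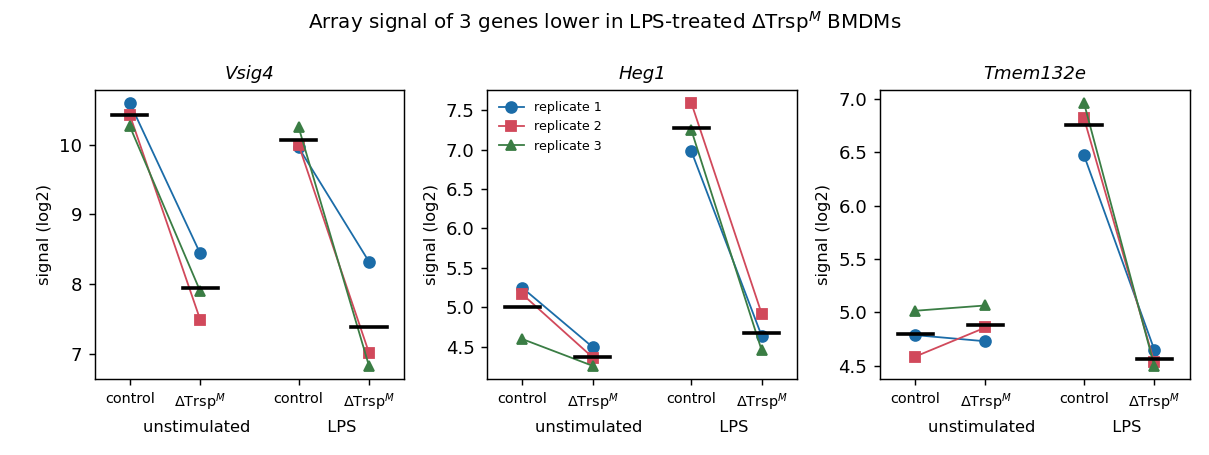
Log2 signal of *Vsig4*, *Heg1* and *Tmem132e* on the 12 arrays, by genotype and stimulus. Circles, squares and triangles are replicates 1, 2 and 3, lines join same-numbered control and *ΔTrsp* M cultures of one stimulus, and black bars are group means; the y axes do not start at 0 and differ between panels. *Vsig4* is lower in *ΔTrsp* M cells in all 6 pairs, and *Tmem132e* in the 3 pairs of LPS-stimulated cells.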

### Effects of selenoprotein deficiency on macrophage invasiveness

The DNA microarray data obtained from the analysis of *ΔTrsp*^*M *^macrophages suggested that loss of selenoprotein expression alters macrophage-ECM interactions in such a way as to decrease matrix remodeling, and in favor of reinforcing the surrounding ECM. Those effects would also affect macrophage migration through the ECM and basement membrane. 

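Genes that degrade the matrix and their inhibitors had medians near 0 in *ΔTrsp* M macrophages. Of 29 matrix proteases, 23 had a log2 fold change above 0 in unstimulated *ΔTrsp* M cells (median 0.11) and 15 after LPS (median 0.05). As a group they did not pass by camera (adjusted p = 0.144 and 0.705), unless the replicate number was a block in unstimulated cells (adjusted p = 0.0452, and 0.177 with an estimated correlation). *Adamts1*, a secreted protease of proteoglycans, had log2 fold changes of 1.16 and 1.13 (standard error 0.38, adjusted p = 0.738 after LPS from limma) and was higher in all 6 same-numbered pairs. *Adam12*, a membrane metalloprotease, had 0.67 and 1.12 (standard error 0.63). Both values depend on single control arrays, which were at 6.38, 5.16 and 6.35 in unstimulated and 5.42, 4.90 and 6.95 in LPS-stimulated cells. Of 18 protease inhibitors, 11 were above 0 in unstimulated cells and 12 after LPS, with a median of 0.11 in both (adjusted p = 0.683 and 0.508). *Serpinf1*, a secreted serpin, had 0.75 and 1.30 (standard error 0.83; −0.07 in unstimulated cells without control replicate 2), and *Serping1*, which inhibits complement proteases, 0.19 and 0.56. Adjusted over the list alone 0 proteases and 0 inhibitors passed, and with the block 3 of each were higher after LPS. In the means over the lists, proteases were higher in *ΔTrsp* M cells in all 6 pairs, by 0.03 to 0.24, as was the actin 3' to 5' ratio, a sign of RNA quality, and the inhibitors in 5 of 6. From the microarray data the paper proposes that loss of selenoproteins changes the interaction of macrophages with the ECM, with less remodeling of the matrix and more reinforcement of it, which would in turn affect migration through the ECM.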

We tested this idea by comparing the invasiveness of control and *ΔTrsp*^*M *^macrophages in a protein gel matrix (Matrigel). Macrophages devoid of selenoprotein expression showed substantially reduced migration in gel-laden transwell chambers (Figure 6A). We also tested whether the gel invasion phenotype arised from a cell-intrinsic motility defect by repeating the assay without the gel in the transwell chamber; migration of *ΔTrsp*^*M *^macrophages in gel-free media was not reduced and rather slightly higher than that of control macrophages (Figure 6B). Thus, the changes of ECM-related gene expression in macrophages appear to impair the cells' migration properties only in an environment comprising ECM components.

**Figure 6:**
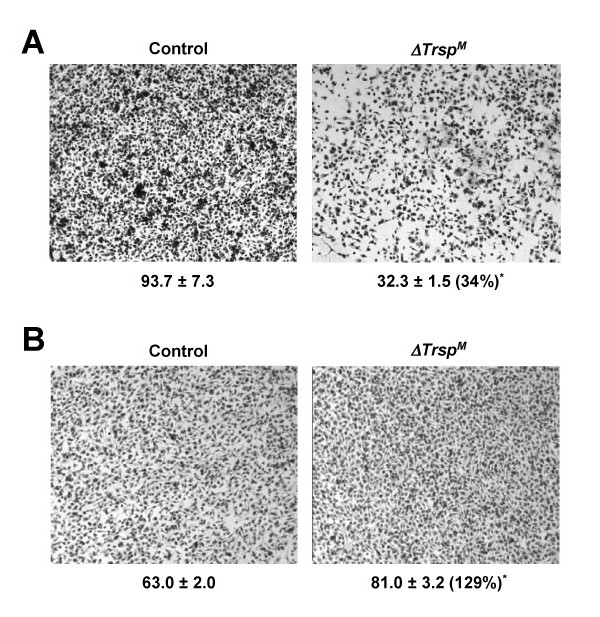
**Reduced invasion of *ΔTrsp*^*M *^macrophages in a protein gel matrix**. (A) Migration of BMDMs was analyzed by a transwell assay with a protein gel matrix (Matrigel) layer in the upper chamber. The number below each of the panels indicates relative macrophage migration and represents mean ± standard deviation (*n *= 3). *, *p *= 0.0003. The number in parenthesis indicates percentage of cell migration in the *ΔTrsp*^*M *^sample relative to the control sample. (B) Macrophage migration was analyzed by a transwell assay and the data presented as in *A*. but in the absence of a Matrigel layer. *, *p *= 0.0002.

## Discussion

The immune regulatory effects exerted by dietary selenium are complex, and appear to be determined by multiple variables associated not only with the micronutrient but also with the immune system. Despite the epidemiological link between selenium deficiency and inflammatory disorders, little insight has been gained as to the role of selenium and selenoproteins in the pathology, and the cell types wherein they serve protective and self-destructive functions. Inflammation is driven by multiple types of leukocytes and parenchymal cells of the immune system. We previously reported that T cells lacking Sec tRNA^[Ser]Sec ^and selenoprotein expression were defective in T cell receptor-induced proliferation, a key step for activating T cell-mediated immune responses [11]. In the current study, we determined the selenoproteins abundantly expressed in resting and activated macrophages, and identified a role for selenoproteins in macrophage gene regulation and invasive behavior.

Redox regulation is an inherent component of inflammatory signaling in macrophages [21]. In accord with the antioxidant activities of many selenoproteins, we observed elevated ROS generation in selenoprotein-deficient macrophages. However, this ROS dysregulation did not lead to overt phenotypes in the mouse models of inflammation that were used in this study. These results may imply that the levels of ROS and oxidative damage increased in *ΔTrsp*^*M *^macrophages are subthreshold for effects on inflammatory responses. Alternatively, there may exist fail-safe mechanisms in macrophages that act to maintain inflammatory events in the absence of selenoprotein function. It was indeed shown by others that cytoprotective enzymes that are induced in a manner dependent on the transcription factor NF-E2-related factor 2 can counter oxidative stress in Sec tRNA^[Ser]Sec^-deficient cells and thereby compensate for the loss of selenoproteins [20]. Whichever the case may be, selenoprotein function is likely dispensable for the onset as well as the termination of inflammatory responses, at least under the specific experimental settings employed in our tests. 

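Averaged over resting and LPS-stimulated cells, the ECM-related genes that the paper names had higher signals in *ΔTrsp* M macrophages. Of these *Cald1*, which encodes an actin-binding protein, alone passed over all genes once same-numbered cultures were compared with each other, and no collagen, proteoglycan or glycoprotein gene did. *Cald1* had a mean log2 fold change of 1.39. Its standard error was 0.78 without pairing (adjusted p = 0.963 from limma) and 0.13 with the replicate number as a block (adjusted p = 0.0108). With the block *Hspb1*, a small heat shock protein that binds actin, also passed (1.44, adjusted p = 0.0368). It was chosen after its values were seen, since the blocked fit called only 3 genes higher, the third being *Uchl1*. The block raised the number of higher genes from 1 to 3 and left the number of lower genes at 3. For the other genes named for the ECM, the mean log2 fold change over both stimuli was 1.75 for *Ctgf*, 1.44 for *Sparc*, 1.02 for *Bgn* and 0.89 for *Col1a1*, each with an adjusted p of 0.963. The 10 genes that the text names had a median of 1.21. Camera called the group higher with a preset correlation (adjusted p = 1.9e-05), and the call was lost with an estimated correlation (adjusted p = 0.53, and 0.0695 with the block). By fry, a test of whether the genes of a set move one way on balance, the adjusted p was 0.474 without and 0.0078 with the block. The study chose the genes on these samples, which is not independent evidence of their direction. In 6 of 6 same-numbered pairs the actin 3' to 5' ratio, a sign of RNA quality, was higher in *ΔTrsp* M cells as well. The same ratio for *Gapdh* was higher in 2 of 6. Over both stimuli the 19 collagens had a median of 0.63 and the 31 glycoproteins and proteoglycans 0.31, and the 33 stromal markers had 0.31. *Cald1* and *Hspb1* did not pass when unstimulated control replicate 2, or replicate 2 of all groups, was left out of the blocked fit. That fit then called 0 genes higher and 0 lower. In pairs 1 and 3 *Cald1* differed by 0.88 and 1.41 in unstimulated and 1.47 and 1.87 in LPS-stimulated cells. *Hspb1* differed by 0.94 and 1.65, and by 2.21 and 1.32.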

Of note, the selenoprotein deficiency of *ΔTrsp*^*M *^macrophages resulted in increased expression of ECM-related genes. Therefore, although the precise mechanism remains to be determined, selenoproteins serve nonredundant gene regulatory functions in macrophages.

Cell migration *in vivo *entails proteolytic remodeling of ECM. Matrix metalloproteinases (MMPs) and other groups of protein-degrading enzymes are well known for their role in cellular ECM invasion. Amongst the ECM-related genes overexpressed in *ΔTrsp*^*M *^macrophages are *Tagln *and *Timp3*, whose protein products were shown to inhibit the expression or activity of MMPs and thus suppress cell invasive activity [22,23]. 

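Averaged over both stimuli, *Tagln* and *Timp3* had log2 fold changes of 2.05 (standard error 0.71) and 1.10 (standard error 0.59) in *ΔTrsp* M macrophages, which did not pass over all genes (adjusted p = 0.963 for each from limma). *Mmp9*, the gelatinase that degrades type IV collagen, had a log2 signal of 8.92 ± 0.63 (SD, n = 3) in unstimulated control and 8.21 ± 0.57 in unstimulated *ΔTrsp* M cells, and 9.98 ± 1.16 and 9.20 ± 0.23 after LPS. Its log2 fold changes were −0.71 and −0.78 (standard error 0.52, adjusted p = 0.944 after LPS), and it was lower in 2 of 3 pairs with each stimulus. Without LPS-stimulated control replicate 1, at 11.32 against 9.33 and 9.29 in the other 2, the difference of *Mmp9* after LPS was −0.11, and the unstimulated one was −0.38 without unstimulated control replicate 1. *Mmp14*, a membrane-bound collagenase, differed by −0.41 and −0.12 between genotypes, and LPS raised it in control cells by 3.09 (adjusted p = 0.0080) and in *ΔTrsp* M cells by 3.38 (adjusted p = 0.0052). Its unstimulated difference was 0.49 without unstimulated control replicate 2. *Mmp12*, the macrophage elastase, was among the brightest genes in all groups, with log2 fold changes of 0.16 and 0.05. *Mmp13*, another collagenase, had 0.30 and −0.0083, *Mmp2* 0.26 and −0.06, and *Mmp19* −0.17 and −0.61. Among the MMP genes the highest value after LPS was that of *Mmp23*, with 0.48 and 1.24 (standard error 0.34, adjusted p = 0.575 after LPS). For *Mmp3* the values were −0.41 and −0.76, for *Mmp8* −0.13 and 0.25, for *Mmp10* 0.51 and 0.45, for *Mmp11* 0.40 and 0.71, and for *Timp4* 0.27 and −0.20. The other metalloproteinase inhibitors *Timp1* and *Timp2* had 0.38 and −0.21 in unstimulated and 0.18 and 0.09 in LPS-stimulated cells. None of these MMP and TIMP genes passed. The sign of *Mmp13* after LPS changed when arrays were centred on their medians (0.29). The unstimulated value of *Mmp10* rested largely on control replicate 1, at 4.70 against 5.72 and 6.55 on the other control arrays. Single arrays carried several of these values after LPS, with 0.20 for *Mmp3* without control replicate 2, at 9.31 against 6.20 and 6.62 in the other 2, −0.06 for *Mmp19* without *ΔTrsp* M replicate 1 and −0.09 for *Mmp10* without control replicate 2, and at least one value of *Mmp2*, *Mmp8*, *Mmp12*, *Timp1*, *Timp2* and *Timp4* changed sign with an array left out.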

In keeping with the high expression of these genes, *ΔTrsp*^*M *^macrophages displayed greatly diminished invasion in a protein gel matrix. Other ECM-related genes identified in our DNA microarray experiments are also likely to contribute to this phenotype. Invasive macrophages play a central pathogenic role in certain chronic inflammatory lesions: most notably foam cells in atherosclerotic plaques, and tumor-associated macrophages. Therefore, *ΔTrsp*^*M *^mice may show an altered severity or kinetics of disease in as-yet-unexplored experimental conditions, and serve as animal models of chronic human diseases that are associated with selenium deficiency.

## Conclusion

Selenium and selenoproteins may regulate immunity and tissue homeostasis through ECM-related gene expression and macrophage invasiveness.

## Methods

### Mice and primary macrophages

A C57BL/6 mouse line carrying floxed *Trsp *(*Trsp*^*fl*/*fl*^; designated as control) was described previously [24]. A transgenic C57BL/6 line carrying the *Lysozyme M-Cre *transgene [15] was from the Jackson Laboratory. These lines were mated to obtain *ΔTrsp*^*M *^mice. The maintenance and care of all mice were conducted under IACUC-approved protocols and in accordance with the National Institutes of Health institutional guidelines under the expert direction of Dr. John Dennis (NCI, NIH, Bethesda, MD, U.S.A.). BMDMs and PEMs were prepared and cultured as described [25]. The extent of *Trsp *deletion in each cell preparation were determined by qPCR analysis of the floxed region of the gene.

### ^75^Se-labeling and analysis of selenoproteins

Macrophages were incubated with 25 μCi/ml of ^75^Se for 24 h, lysed, the resulting protein extractions electrophoresed on gels, gels stained with Coomassie Blue R-250, vacuum dried and exposed to a PhosphorImager as described [14,26].

### Protein, mRNA, and ROS analysis

The level of IκBα, ERK, JNK, and p38 activation was determined by immunoblotting with antibodies specific to total and phosphorylated proteins (Cell Signaling Technology). Secreted proteins in culture media were assayed by SearchLight protein array analysis (Pierce). Total RNA was isolated using Trizol (Invitrogen). Microarray analysis was performed with GeneChip Mouse 430 2.0 Array (Affymetrix) at the Molecular Technology Microarray Laboratory (Frederick, MD). The data were normalized and statistically analyzed using software tools (Expression Console; Affymetrix) provided by the National Cancer Institute, Center for Cancer Research in collaboration with the National Institutes of Health, Center for Information Technology, Bioinformatics and Molecular Analysis Section. All microarray data discussed in this paper are available at the GEO repository at NCBI under the accession number GSE15610. 

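At an unadjusted p under 0.01, limma gave 84 genes between unstimulated control and *ΔTrsp* M macrophages and 262 between LPS-stimulated ones, where uniform p-values would give 181.9, and 0 and 2 of them passed adjustment over all genes. By the methods' t-test on the same arrays, 69 were higher and 70 lower in unstimulated cells, and 106 were higher and 57 lower after LPS. With the replicate number as a block there were 184 and 434. Of the 27 genes of Figure 5C, *Vsig4* was the only one with a p under 0.01 in LPS-stimulated cells without the block, and *Vsig4* and *Fcna* were under 0.01 in unstimulated cells. With the block *Cdh11*, *Cald1*, *Ctgf*, *Enah*, *Tagln*, *Col3a1*, *Col5a2*, *Serpinh1*, *Fermt2*, *Timp3*, *Fstl1*, *Bgn*, *Irx3* and *Tpm2* were under 0.01 as well after LPS. Of these *Col3a1*, *Irx3* and *Tpm2* were not once replicate 2 of all groups was left out. In unstimulated cells the block added *Cdh11*, *Cald1*, *Ctgf*, *Enah*, *Col5a2*, *Fermt2* and *Tpm2*. In all 3 same-numbered pairs, 3234 genes were higher and 2086 lower in unstimulated *ΔTrsp* M cells, and 3359 higher and 2279 lower after LPS, while a gene with no difference would be on one side in all 3 pairs in 25% of cases by chance.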

Genes showing significantly different expression levels (*p *< 0.01) in WT versus *ΔTrsp*^*M *^macrophages in three independent hybridizations were chosen for validation by real-time qPCR, which was performed as described [25]. ROS were measured by flow cytometry and confocal microscopy using oxidation sensitive dye DCFDA as described [11].

### Inflammatory response in vivo

LPS endotoxemia was induced by intraperitoneal injection of *Escherichia coli *055:B5 LPS (50 mg/kg; Sigma) in phosphate-buffered saline (PBS). For acute edema formation, the right auricle was irritated by topical treatment with 2 μg of TPA in 20 μl of acetone. For control irritation, 20 μl of acetone was applied to the left auricle of the same animal. Ear thickness was measured using a dial thickness gauge (Mitutoyo). Changes in ear thickness were determined base on the following formula: Ear swelling on day X after TPA treatment = (thickness of the right ear on day X - thickness of the right ear on day 0) - (thickness of the left ear on day X - thickness of the left ear on day 0). To induce acute neutrophil infiltration, 0.5 mg of zymosan (Sigma) in 0.5 ml of PBS was injected intraperitoneally. Peritoneal exudate was recovered 4 h following injection and the number of neutrophils in the exudate was counted under bright-field microscopy.

### Cell invasion and migration assay

3 × 10^5 ^BMDMs in 200 μl of culture medium containing 0.5% fetal bovine serum were loaded onto the upper chamber of either a protein gel-coated BD BioCoat Matrigel Invasion Chamber (pore size, 8.0 μm; BD Biosciences) or a non-coated transwell plate (pore size, 8.0 μm; Corning). For invasion assay, 600 μl of culture medium containing 10% fetal bovine serum was placed in the lower well, and cells were incubated for 24 hr. The lower surface of the membrane was stained with 0.09% crystal violet and macrophages counted under bright-field microscopy. The numbers of macrophages in three independent image fields of the same size were counted to obtain the means and standard deviations.

### Statistical analysis

P-values between a pair of datasets were obtained from two-tailed Student's t-test using GraphPad Prism 4.0. Gene expression data are shown as the average ± standard deviation.

## Authors' contributions

BAC, MHY, YS, AS, JYK, RI, and JMP carried out the experiments. BAC, DLH, and JMP drafted the manuscript. BAC, VNG, DLH, and JMP designed the study and interpreted the data. All authors read and approved the final manuscript.

## References

[B1] Gordon S, Taylor PR (2005). Monocyte and macrophage heterogeneity. Nat Rev Immunol.

[B2] Hume DA (2006). The mononuclear phagocyte system. Curr Opin Immunol.

[B3] Mosser DM, Edwards JP (2008). Exploring the full spectrum of macrophage activation. Nat Rev Immunol.

[B4] Akira S, Uematsu S, Takeuchi O (2006). Pathogen recognition and innate immunity. Cell.

[B5] Creagh EM, O'Neill LA (2006). TLRs, NLRs and RLRs: a trinity of pathogen sensors that co-operate in innate immunity. Trends Immunol.

[B6] Hatfield DL, Berry ML, Gladyshev VN (2006). Selenium Its Molecular Biology and Role in Human Health.

[B7] Hoffmann PR, Berry MJ (2008). The influence of selenium on immune responses. Mol Nutr Food Res.

[B8] Hatfield DL, Carlson BA, Xu XM, Mix H, Gladyshev VN (2006). Selenocysteine incorporation machinery and the role of selenoproteins in development and health. Prog Nucleic Acid Res Mol Biol.

[B9] Xu XM, Carlson BA, Mix H, Zhang Y, Saira K, Glass RS, Berry MJ, Gladyshev VN, Hatfield DL (2006). Biosynthesis of selenocysteine on its tRNA in eukaryotes. PLoS Biol.

[B10] Carlson BA, Novoselov SV, Kumaraswamy E, Lee BJ, Anver MR, Gladyshev VN, Hatfield DL (2004). Specific excision of the selenocysteine tRNA[^[Ser]Sec ^(*Trsp*) gene in mouse liver demonstrates an essential role of selenoproteins in liver function. J Biol Chem.

[B11] Shrimali RK, Irons RD, Carlson BA, Sano Y, Gladyshev VN, Park JM, Hatfield DL (2008). Selenoproteins mediate T cell immunity through an antioxidant mechanism. J Biol Chem.

[B12] Kryukov GV, Castellano S, Novoselov SV, Lobanov AV, Zehtab O, Guigó R, Gladyshev VN (2003). Characterization of mammalian selenoproteomes. Science.

[B13] Hoffmann PR, Höge SC, Li PA, Hoffmann FW, Hashimoto AC, Berry MJ (2007). The selenoproteome exhibits widely varying, tissue-specific dependence on selenoprotein P for selenium supply. Nucleic Acids Res.

[B14] Gladyshev VN, Stadtman TC, Hatfield DL, Jeang KT (1999). Levels of major selenoproteins in T cells decrease during HIV infection and low molecular mass selenium compounds increase. Proc Natl Acad Sci USA.

[B15] Clausen BE, Burkhardt C, Reith W, Renkawitz R, Förster I (1999). Conditional gene targeting in macrophages and granulocytes using LysMcre mice. Transgenic Res.

[B16] Hsu HY, Wen MH (2002). Lipopolysaccharide-mediated reactive oxygen species and signal transduction in the regulation of interleukin-1 gene expression. J Biol Chem.

[B17] Park HS, Jung HY, Park EY, Kim J, Lee WJ, Bae YS (2004). Direct interaction of TLR4 with NAD(P)H oxidase 4 isozyme is essential for lipopolysaccharide-induced production of reactive oxygen species and activation of NF-κB. J Immunol.

[B18] Brigelius-Flohé R, Friedrichs B, Maurer S, Schultz M, Streicher R (1997). Interleukin-1-induced nuclear factor kappa B activation is inhibited by overexpression of phospholipid hydroperoxide glutathione peroxidase in a human endothelial cell line. Biochem J.

[B19] Esworthy RS, Aranda R, Martín MG, Doroshow JH, Binder SW, Chu FF (2001). Mice with combined disruption of Gpx1 and Gpx2 genes have colitis. Am J Physiol Gastrointest Liver Physiol.

[B20] Suzuki T, Kelly VP, Motohashi H, Nakajima O, Takahashi S, Nishimura S, Yamamoto M (2008). Deletion of the selenocysteine tRNA gene in macrophages and liver results in compensatory gene induction of cytoprotective enzymes by Nrf2. J Biol Chem.

[B21] Janssen-Heininger YM, Mossman BT, Heintz NH, Forman HJ, Kalyanaraman B, Finkel T, Stamler JS, Rhee SG, Vliet A van der (2008). Redox-based regulation of signal transduction: principles, pitfalls, and promises. Free Radic Biol Med.

[B22] Nair RR, Solway J, Boyd DD (2006). Expression cloning identifies transgelin (SM22) as a novel repressor of 92-kDa type IV collagenase (MMP-9) expression. J Biol Chem.

[B23] Johnson JL, Sala-Newby GB, Ismail Y, Aguilera CM, Newby AC (2008). Low tissue inhibitor of metalloproteinases 3 and high matrix metalloproteinase 14 levels defines a subpopulation of highly invasive foam-cell macrophages. Arterioscler Thromb Vasc Biol.

[B24] Kumaraswamy E, Carlson BA, Morgan F, Miyoshi K, Robinson GW, Su D, Wang S, Southon E, Tessarollo L, Lee BJ, Gladyshev VN, Hennighausen L, Hatfield DL (2003). Selective removal of the selenocysteine tRNA[^[Ser]Sec ^gene (*Trsp*) in mouse mammary epithelium. Mol Cell Biol.

[B25] Park JM, Greten FR, Li ZW, Karin M (2002). Macrophage apoptosis by anthrax lethal factor through p38 MAP kinase inhibition. Science.

[B26] Moustafa ME, Carlson BA, El-Saadani MA, Kryukov GV, Sun QA, Harney JW, Hill KE, Combs GF, Feigenbaum L, Mansur DB, Burk RF, Berry MJ, Diamond AM, Lee BJ, Gladyshev VN, Hatfield DL (2001). Selective inhibition of selenocysteine tRNA maturation and selenoprotein synthesis in transgenic mice expressing isopentenyladenosine-deficient selenocysteine tRNA. Mol Cell Biol.

How the deposited data were processed for this re-analysis (not part of the article)

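BMDMs from control and *ΔTrsp* M mice were profiled unstimulated or after 4 h of LPS, with 3 arrays for each of the 4 groups (12 arrays in all, GeneChip Mouse 430 2.0). The dose of LPS is stated for the cultures of Figure 5B and not for the arrays. The samples were grouped by genotype and stimulus as their labels give them. The authors normalized the arrays in Expression Console and deposited a linear signal intensity for each of 45101 probe sets; the summarization method is not given in the sources used here. Of the columns with values for each sample, 0 were left unused.

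Probe sets for control sequences (64) were left out, which left 45037. Of these, 34945 carried 1 gene symbol, 932 carried several and 9160 carried none, and only those with 1 symbol were used. Checking the symbols against the gene names of the mouse reference annotation (GRCm38.p6, 49997 genes) changed 0 of them, and 18145 of the genes tested have an entry in it. Where a gene had several probe sets, the one with the highest mean log2 signal over all arrays was used, which gave 18193 genes. Some genes that the paper or the lists name are not analysed here.

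The plan set before the data were examined took the deposited values as log2 values already on one scale. They are linear and the arrays differ in their overall signal, so the signals were quantile-normalized over all probe sets other than controls, 16 was added and log2 was taken. Quantile normalization had been planned as an alternative, and values with no scaling became one after the data were seen.

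Differences were tested with limma 3.58.1 in R 4.3.3, with the 4 groups in one fit (8 residual degrees of freedom) and with the contrasts *ΔTrsp* M minus control in unstimulated cells, in LPS-stimulated cells and averaged over both stimuli, the difference between the first and the second of these (interaction), and LPS minus unstimulated in each genotype. P-values were adjusted by the Benjamini-Hochberg method over all genes, with a threshold of 0.05. Counts at the thresholds of the study used an unadjusted p under 0.01 and a 3-fold change. The methods' t-test was run on the same values. With 3 arrays on each side the smallest two-sided exact p is 0.1, and with 3 pairs it is 0.25, so the p-values given rest on the pooled estimate of spread in limma or on the t distribution.

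Before fits were compared, it was checked whether the replicate numbers pair the cultures. After the mean of each group was removed, same-numbered arrays correlated at 0.126 to 0.442 in all 12 pairs of arrays, against a required 0.1. In each of these 12 pairs the highest correlation with another number was lower. This was counted by pair and not for every array in turn. The numbers were therefore taken to pair the cultures, and the same fit with the replicate number as a fixed block (6 residual degrees of freedom) is given where it changes a call or moves a count by more than 1.5 times. The labels do not say what the numbers stand for.

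The 29 gene lists were fixed before the data were examined, except for those made of genes that the paper names, and hold 558 genes, of which 516 were measured. They cover the collagens, matrix glycoproteins and proteoglycans, collagen synthesis, matrix proteases, protease inhibitors, the actin cytoskeleton, integrins and adhesion, the TGF-β response, stromal, osteogenic, endothelial, neutrophil, mast cell, lymphoid, erythroid, dendritic cell, macrophage core and resident macrophage markers, LXR targets, selenoproteins and the machinery of selenocysteine, NRF2 targets, inflammatory cytokines, interferon-stimulated genes, proliferation, and the genes that the text, Figure 3B and Figure 5C name. Lists with at least 3 measured genes were tested with camera at a preset correlation of 0.01 between genes, and in addition with the correlation estimated from the residuals and with fry. Members were also adjusted over their list alone.

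Genes were named by a rule written before the data were examined. It takes every gene that the paper names for the array experiment or shows in Figure 5, the 4 cytokines of Figure 3B and the selenoproteins of Figure 1B; for each comparison of genotypes the 10 largest rises and the 10 largest falls at an adjusted p under 0.05 in which the arrays of the groups do not overlap, filled up from genes at an unadjusted p under 0.01; for LPS and the interaction the 5 largest each way at an adjusted p under 0.05; up to 4 members of each list with the smallest p; and *Lyz2*, *Trsp* where measured, and the MMP and TIMP genes. The values of genes in the paper's figures had been seen in those figures before.

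The alternatives planned were all probe sets in place of one for each gene, the mean of the probe sets of a gene, a filter for genes with a mean log2 signal of at least 6 (11627 genes), centring of each array on its median, a fit of only the arrays compared, limma with trend and robust options, the replicate number as a fixed block, the replicate number within each genotype as a random effect (consensus correlation 0.227) or a fixed block, each array left out in turn, the methods' t-test, the other set tests, lists without the genes that the study names, and for Figure 5C the probe set closest to or farthest from no change. Added after the data were seen were no scaling, division by a 2% trimmed mean, an offset of 64 in place of 16, and the fixed block without replicate 2 of all groups, without unstimulated control replicate 2, without LPS-stimulated *ΔTrsp* M replicate 2, with the filter for dim genes and with median centring.

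The tests were tried on data simulated for the comparison of genotypes in LPS-stimulated cells (18193 genes, 5 draws, 200 changed genes in each). Changes of 1.5-fold, 2-fold, 3-fold and 4-fold between genotypes were called in 0.4%, 4%, 40% and 58% of cases without the block and in 1.6%, 18%, 68% and 86% with it. With no change put in, 0 genes were called. Of all calls, 0 of 256 were false without the block and 13 of 449 with it. A list of 20 genes shifted by 0.5 on the log2 scale was found in 5 of 5 draws with the preset and the estimated correlation. Members of the matrix lists varied together between replicates. The 10 genes of the text had means of 9.20, 6.47 and 9.76 on the unstimulated control arrays. The draws do not show how often a shift in such a list is found with an estimated correlation. A call lost with it is therefore not evidence of no shift.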

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

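Tests chosen only after the result was seen are those on the stromal markers, on the scaling of the arrays, on the single control culture, on the macrophage core genes, on *Vsig4* without the dim array, on the genes lowest in replicate 2, on RNA quality and on the direction of LPS effects in the other genotype; the test on the LPS response and the regroupings of samples were chosen before.

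Signals in genes that the paper does not discuss were found for *Heg1*, with a log2 fold change of −2.61 (adjusted p = 0.0023 from limma) in LPS-stimulated cells and −1.62 (adjusted p = 0.0056) over both stimuli, for *Tmem132e*, with −2.19 (adjusted p = 0.0023) and −1.05 (adjusted p = 0.0475), and for *Uchl1*, with 1.18 (adjusted p = 0.0056) over both stimuli. The call of *Tmem132e* over both stimuli was lost when any one array was left out (adjusted p = 0.0537 to 0.266). Its other probe set went the other way after LPS (log2 fold change 1.32). The probe sets used for *Heg1* and *Tmem132e* were near background in LPS-stimulated *ΔTrsp* M cells, so their fold changes are not exact. The list of scavenger and complement genes of resident macrophages was lower also with an estimated correlation, with a median of −0.21 in unstimulated cells (adjusted p = 0.0360) and −0.14 over both stimuli (adjusted p = 0.0459), and this was lost with the replicate number as a block (adjusted p = 0.0862 and 0.0695 with the estimated correlation).

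In 8 of 182 named genes all 3 same-numbered pairs went one way in unstimulated cells and all 3 the other way after LPS, against 3.125% by chance, and many of these genes were named for a change with one stimulus. The differences between stimuli on the log2 scale were −1.92 for *Chsy3* (adjusted p = 0.477), 2.26 for *Epha1* (adjusted p = 0.169), −1.88 for *Gem*, 2.26 for *Klf1*, 3.35 for *Lhx2*, 1.12 for *Osr1*, −0.91 for *Ptgs2* and 0.52 for *Stab1*. The opposite directions as such were not tested, and none of these differences passed the interaction test.

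Matrix genes tended to have higher signals in *ΔTrsp* M cells: 33 matrix genes that the study does not name, with a mean log2 signal of at least 6, had a median log2 fold change of 0.48 over both stimuli, with 26 above 0. Without the genes and lists that the study names, neither the collagens nor the glycoproteins passed by camera in unstimulated or LPS-stimulated cells. The adjusted p was 0.177 and 0.0570 for the collagens and 0.0627 and 0.226 for the glycoproteins. Lists that kept their medians lost calls there too, so the removed genes need not be the only reason. With the study's genes neither list passed with an estimated correlation (0.75 and 0.80, and 0.69 and 0.80). The scaling of the arrays is argued against, since a factor or a trend with brightness would move genes of the same brightness alike. In 6 of 6 same-numbered pairs 42 matrix genes of any brightness that the study does not name exceeded those. The mean excess was 0.283 (standard error 0.059) with quantile normalization and 0.290 (standard error 0.062) with no scaling. The lowest pair had 0.106 and 0.083. Same-numbered arrays of one genotype were correlated between the stimuli (0.126 to 0.358). The 6 pairs are therefore not independent, and these standard errors may be too small. A larger share of stromal cells such as fibroblasts stays open and fits a median of 0.30 for stromal markers outside the matrix lists, with 11 of 13 above 0 at a mean log2 signal of at least 6, and 0.30 with 19 of 25 above 0 at any brightness, where 42 matrix genes had 0.32, although *Pdgfra* (−0.04), *Pdgfrb* (0.06), *Gas6* (0.04) and *Eng* (−0.17) did not move with *Fgf7* (0.46) and *Tcf21* (0.30). A difference between cultures that also separates the replicates of one genotype fits as well: the 200 genes lowest in replicate 2 on the control arrays had a median of 0.41, where that choice can raise the value by itself, and those lowest in replicate 2 on the *ΔTrsp* M arrays, where it would lower it, had 0.36 (169 of 200 above 0; all genes 0.046). A difference in RNA quality between the genotypes cannot be told apart from these, because too few arrays fix its slope: the actin 3' to 5' ratio was higher in *ΔTrsp* M cells in 6 of 6 pairs, by a mean of 0.132 on the log2 scale, and its slope within groups (0.81, standard error 1.39) gives 0.107 of the matrix genes' mean difference of 0.345, with an upper bound of 0.475 at 2 standard errors. The *Gapdh* 3' to 5' ratio was higher in *ΔTrsp* M cells in 2 of 6 pairs, with a mean difference of −0.049. The actin ratio correlated with the matrix genes at 0.215 within groups and at −0.295 over the pairs. A direct effect of selenoprotein loss stays open, untested.

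Interferon-stimulated genes were lower in unstimulated *ΔTrsp* M cells, with a median log2 fold change of −1.08. A single control culture fits: on unstimulated control replicate 2 the list had a mean log2 signal of 11.37 against 7.87 and 7.98 on the other control arrays, and without it the median was 0.08. Partial activation of that culture along the LPS response fits too, since the 200 genes most raised by LPS were higher on it by a median of 1.04 (170 of 200 above 0). The interferon list was higher on it by 3.505 and the cytokine list by 1.15, so interferon-stimulated genes were raised more than the rest of the response. With the replicate number as a block and replicate 2 of all groups left out, the unstimulated median was −0.13. Camera gave an adjusted p of 0.0165 with the preset correlation and 0.39 with an estimated correlation. A difference between genotypes is not needed for most of the median of −1.08, and a smaller one stays open. No other biological explanation was tested.

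*Vsig4* was lower in all 6 pairs, and so was *Fcna*; without the genes that the study names the list of resident macrophage genes had medians of −0.15 in unstimulated (adjusted p = 0.0185) and −0.017 in LPS-stimulated cells (adjusted p = 0.651). A smaller share of macrophages in the *ΔTrsp* M cultures is argued against, because 19 macrophage core genes had a median log2 fold change of −0.070 over both stimuli, between −0.53 and 0.34. The dim array of LPS-stimulated *ΔTrsp* M replicate 2 is argued against too, since *Vsig4* had a log2 fold change of −2.50 after LPS without it. A lower expression of *Vsig4* in macrophages that lack selenoproteins, or a different maturation of the cultures, stays open.

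To see how often other groupings of the same arrays give as many calls, the samples were regrouped. Where 0 genes passed an adjusted p of 0.05, as in unstimulated cells (10 of 10 splits, highest other 0) and in the interaction, every split has as many, which says nothing of chance. In unstimulated cells 5 of 10 splits into 3 and 3 had at least as many genes at the study's thresholds (4, highest other 92) and 4 had at least as many lists (14, highest other 19). The split with 92 genes set control replicates 1 and 2 with *ΔTrsp* M replicate 2 against the other 3 arrays, so the samples hold structure other than genotype. In LPS-stimulated cells the counts were 1 of 10 splits for genes (2, highest other 1), 4 of 10 at the study's thresholds (22, highest other 81) and 1 of 10 for lists (10, highest other 4), and for LPS itself 1 of 10 in control (2844, highest other 0) and 1 of 10 in *ΔTrsp* M cells (2874, highest other 0). With 10 splits no grouping can be rarer than 1 in 10, so for the genotypes chance cannot be told apart there. For LPS it is argued against, since 98.5% of the genes called in control cells kept their direction in the *ΔTrsp* M arrays and 97.9% of those called in *ΔTrsp* M cells kept it in the control arrays, where chance would give about 50%.

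Of the 4 splits that keep each sample apart from its same-numbered partner, the highest others in unstimulated cells were 0 genes, 1 gene at the study's thresholds and 4 lists, and after LPS 0 genes, 10 genes and 0 lists. Over both stimuli 1 of 100 drawn splits, the true one, had as many as 4 genes (highest other 3). With the block 1 of 32 had as many as 6 (highest other 0). Same-numbered arrays of one genotype were also correlated between the stimuli (0.126 to 0.358), and these splits need not keep them together. Chance therefore cannot be judged from them. With the block and replicate 2 of all groups left out the smallest adjusted p over both stimuli was 0.391 from limma. For the interaction, with 0 genes to compare with (100 of 100 splits), the highest other was 629, in a split that parted 2 of 6 pairs, and the 19 splits that parted all 6 pairs gave at most 0 genes besides the true one for either contrast.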

How the results depend on the processing

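The settings added after the data were seen were no scaling, the 2% trimmed mean, the offset of 64 and the blocked fits with arrays left out, with the dim filter or with median centring. Over all settings 294 counts stayed within 1.5 times and 121 moved. Of the gene values 5637 kept direction and side of the threshold, 55 became weaker, 39 stronger and 22 reversed, and of the list values 1224, 149, 61 and 10. A change of sign of a gene that passed under neither setting, smaller than its standard error under both, or of a list that passed under neither, is not counted as reversed. Unless a sentence gives it, the cause was not tested. The replicate block changed no other call than those given here and beside the results. Arrays measure signal over background, so dim genes, and above all the array of LPS-stimulated *ΔTrsp* M replicate 2, limit what small changes can be seen. With no scaling, the median log2 fold change of all genes was −0.60 between genotypes after LPS, −0.33 over both stimuli and −0.59 in the interaction. For LPS it was −0.25 in control and −0.73 in *ΔTrsp* M cells. Under the dim filter it was −0.14 and −0.13 for the LPS effects, and under median centring −0.11 in the interaction. Values there are given relative to that median. The dim filter tests fewer genes, and the left-out arrays leave fewer samples.

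In unstimulated cells, 0 genes were higher; 2 with the mean of probe sets, 2 with the dim filter, 2 with trend and robust, 2 with an offset of 64 and 1 with the block and dim filter. Lower were 0; 1, 1, 2 and 2 under the same settings, 1 with the block and dim filter, and 0 to 1 with each array left out. At the study's thresholds 1 was higher; 2 with median centring, no scaling and the trimmed mean, 3 with all probe sets, 3 with the block, 9 with the block without replicate 2 of all groups, 4 without unstimulated control replicate 2, 3 without LPS-stimulated *ΔTrsp* M replicate 2, 3 with the block and dim filter and 4 with the block and median centring, and 2 to 10 with each array left out. Lower were 3; 6 with median centring, 7 with no scaling, 6 with the trimmed mean, 6 with the block without replicate 2, 8 without unstimulated control replicate 2, 7 with the block and median centring, and 4 to 12 with each array left out.

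After LPS 0 genes were higher; 1 with the offset of 64, 3 with the block and dim filter, 0 to 2 with each array left out. Lower were 2; 1 with the mean of probe sets, 0 with the dim filter, which leaves out *Heg1* and *Tmem132e* as too dim, 0 when only the arrays compared were fitted, 0 by the methods' t-test, 0 with the block without replicate 2 of all groups and without LPS-stimulated *ΔTrsp* M replicate 2, and 1 with the block and dim filter. At the study's thresholds 11 were higher; 7 with the mean of probe sets, 5 with the dim filter, 3 with median centring, 0 with no scaling, 1 with the offset of 64, 4 by the t-test, 17 with the block, 34 with the block without replicate 2, 17 without unstimulated control replicate 2, 26 without LPS-stimulated *ΔTrsp* M replicate 2, 7 with the block and median centring, and 15 to 28 with each array left out. Lower were 11; 6, 4 and 91 with the mean of probe sets, the dim filter and no scaling, 6 with the trimmed mean, 1 with the offset of 64, 19 with all probe sets, 5 by the t-test, 21 with the block without replicate 2, 18 without LPS-stimulated *ΔTrsp* M replicate 2, 4 with the block and dim filter, and 14 to 25 with each array left out.

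Over both stimuli 1 gene was higher; 0 with median centring and no scaling, 3 with the block, 0 with the block without replicate 2 or without unstimulated control replicate 2, 2 without LPS-stimulated *ΔTrsp* M replicate 2, 11 with the block and dim filter and 4 with the block and median centring. Lower were 3; 1 with the dim filter and no scaling, and 0 with the block without replicate 2 or without unstimulated control replicate 2. In the interaction 0 were higher; 2 with the replicate within genotype as a random effect, 1 with the block without LPS-stimulated *ΔTrsp* M replicate 2, 0 to 1 with each array left out. Lower were 0 and 1 with that random effect.

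LPS raised 1290 genes in control cells; 398 with no scaling and 427 by the t-test. It lowered 1554; 2444 with the block, 495 with no scaling, 2517 with the block without LPS-stimulated *ΔTrsp* M replicate 2, 2963 with the block and dim filter, 1028 when only the arrays compared were fitted, 397 by the t-test and 950 to 1334 with each array left out. In *ΔTrsp* M cells it raised 1326; 262 with no scaling and 758 by the t-test. It lowered 1548; 2397 with the block, 3063 with no scaling, 2854 with the block and dim filter, 3067 with the block and median centring, 618 by the t-test and 798 to 1407 with each array left out. With median centring the split of higher and lower genes stayed close in control cells, at 1266 and 1559, and moved to 1163 and 2206 in *ΔTrsp* M cells. With the trimmed mean it moved to 1162 and 2234 in control cells and to 1322 and 2189 in *ΔTrsp* M cells.

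The collagens in unstimulated cells (median 0.34) passed at 0.38 with the dim filter, 0.34 with median centring, 0.34 with the block, 0.25 with no scaling, 0.35 with the block without replicate 2, 0.34 without LPS-stimulated *ΔTrsp* M replicate 2, 0.38 with the block and dim filter and 0.34 with the block and median centring, and ranged from −0.17 to 0.74 with each array left out. After LPS (0.78) they did not pass with an estimated correlation or fry (0.78) or without the study's genes (0.77), and ranged from 0.60 to 0.95. The glycoproteins in unstimulated cells (0.36) did not pass when only the arrays compared were fitted, with an estimated correlation or by fry (0.36), or without the study's genes (0.31), and ranged from 0.053 to 0.73; after LPS (0.26) they did not pass with the dim filter (0.44), an estimated correlation or fry (0.26) or without the study's genes (0.21), and ranged from 0.26 to 0.55. The 10 genes of the text did not pass in unstimulated cells when only the arrays compared were fitted or with an estimated correlation or fry (0.97), nor after LPS with the latter 2 (1.52), and their unstimulated median ranged from −0.048 to 1.89.

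Other lists reversed as follows. The resident macrophage genes after LPS went from −0.036 to 0.17 with the trimmed mean, and from −0.19 to 0.012 with each array left out. The interferon-stimulated genes in unstimulated cells were at 0.0016 with the block without unstimulated control replicate 2 and ranged from −1.73 to 0.079, the dendritic cell markers were at 0.0047 with the block and dim filter, the upregulated genes of Figure 5C ranged from −0.048 to 1.64, and the cytokines from −0.28 to 0.39. Of the 27 genes of Figure 5C, 12 were within 1.5-fold of the panel; 7 with the mean of probe sets, no scaling and the offset of 64, 6 with the probe set closest to no change, and 4 to 17 with each array left out.

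Genes that reversed were *Tmem132e* in unstimulated cells, −0.25 with the mean of probe sets and −0.58 with all probe sets; *Mmp13* after LPS, 0.29 with median centring with or without the block and 0.48 with the trimmed mean; *Selenop* after LPS, 0.071 with median centring with or without the block and 0.26 with the trimmed mean; and *Txnrd1* after LPS, 0.40 with the trimmed mean. With all probe sets *Ddr1* in unstimulated cells was at 1.17, *Selenof* in unstimulated cells at 0.49 and *Sox4* after LPS at −0.77. In unstimulated cells with the block without replicate 2, *Gbp3* was at 0.071 and *Iigp1* at 0.039, and without unstimulated control replicate 2 *Iigp1* was at 0.26. With each array left out in unstimulated cells, *Gbp3* ranged from −1.38 to 0.028, *Iigp1* from −1.40 to 0.073, *Cxcl1* from −0.94 to 0.011, *Mki67* from −0.072 to 1.39, *Mmp14* from −0.99 to 0.49, *Sparc* from −0.28 to 2.32 and *Timp3* from −0.0096 to 1.74. Of the reversals with an array left out, those of the cytokines came without unstimulated control replicates 1 or 3 or unstimulated *ΔTrsp* M replicate 2, that of the resident macrophage genes without LPS-stimulated *ΔTrsp* M replicate 1, and the others without unstimulated control replicate 2.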

Differences from the paper's values

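Fold changes in Figure 5C were read by eye. The text ties the upregulated genes of the panel to both resting and LPS-stimulated cells and the downregulated ones to LPS-treated cells, and the legend does not say from which the fold changes come. The values from LPS-stimulated cells were the closest to it, with a median absolute difference of 0.708 on the log2 scale, against 1.15 for unstimulated cells and 0.816 for the mean. All 27 genes had the panel's direction in LPS-stimulated cells, 12 of them within 1.5-fold of it.

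For these upregulated genes the paper's value in Fig. 5C, read by eye, and the fold change from LPS-stimulated cells differ. They are, in this order, about 5.6 and 2.18 for *Cdh11*, about 4.0 and 8.15 for *Tagln*, about 3.7 and 2.26 for *Col3a1*, about 3.4 and 1.93 for *Fermt2*, about 3.3 and 1.68 for *Sox4*, about 3.3 and 1.13 for *Ddr1*, about 3.2 and 2.09 for *Fstl1*, and about 3.2 and 1.96 for *Prss23*. Of the alternatives set before the data were examined, these came within the difference: *Cdh11*, *Fermt2* and *Sox4* without LPS-stimulated *ΔTrsp* M replicate 2; *Ddr1* with the probe set farthest from no change; *Tagln* without LPS-stimulated control replicate 3 or *ΔTrsp* M replicate 1; *Col3a1* without LPS-stimulated control replicates 1 or 3 or *ΔTrsp* M replicates 1 or 2; *Prss23* without LPS-stimulated control replicate 1 or *ΔTrsp* M replicate 2, with all probe sets or with the farthest probe set; and *Fstl1* without LPS-stimulated control replicates 1 or 3 or *ΔTrsp* M replicate 2, with all probe sets or with the farthest probe set. All others set before the data were examined differ.

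For the downregulated genes the paper's values in Fig. 5C, read by eye, and the fold changes from LPS-stimulated cells are about −11 and −6.42 for *Vsig4*, about −7.9 and −1.34 for *Fndc3a*, about −4.0 and −1.13 for *Lass6*, about −3.5 and −1.61 for *Aoah*, about −3.2 and −1.65 for *Cd5l*, about −3.1 and −1.35 for *Cp*, and about −3.1 and −1.56 for *Fcna*. Within the difference were *Vsig4* with median centring or without LPS-stimulated *ΔTrsp* M replicate 1, *Cd5l* without LPS-stimulated *ΔTrsp* M replicate 1, and *Cp* with all probe sets or the farthest probe set. For *Fndc3a*, *Lass6*, *Aoah* and *Fcna* no alternative set before the data were examined was. Of the settings chosen after seeing the values, the trimmed mean brought *Fstl1* within 1.5-fold, the offset of 64 *Tagln*, the block without replicate 2 of all groups *Fstl1* and *Prss23*, the block without LPS-stimulated *ΔTrsp* M replicate 2 *Prss23*, and the block with median centring *Vsig4*.

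The paper states that sets of genes were significantly higher or lower in *ΔTrsp* M cells, and gives a p under 0.01 for the genes that it chose for qPCR. None of the 6 genes of Figure 5B had an unadjusted p under 0.01 from limma with either stimulus. Of the 27 genes of Figure 5C, *Vsig4* alone had an unadjusted p under 0.01 from limma in LPS-stimulated cells, and *Vsig4* and *Fcna* had one in unstimulated cells. Under other settings *Tagln* did so after LPS with the mean of probe sets, the random effect, only the LPS arrays, or without control replicate 1 or *ΔTrsp* M replicate 2, *Enah* with all probe sets, *Lhx2* without control replicate 1, *Cd5l* without *ΔTrsp* M replicate 1 and *Fcna* with no scaling. With the replicate number as a block *Cdh11*, *Cald1*, *Ctgf*, *Enah*, *Tagln*, *Col3a1*, *Col5a2*, *Serpinh1*, *Fermt2*, *Timp3*, *Fstl1*, *Bgn*, *Irx3* and *Tpm2* had an unadjusted p under 0.01 as well after LPS, and *Cdh11*, *Cald1*, *Ctgf*, *Enah*, *Col5a2*, *Fermt2* and *Tpm2* in unstimulated cells. In blocked fits with arrays left out, chosen after seeing the values, so did *Col1a2*, *Sox4* and *Prss23* after LPS, without replicate 2 of all groups, and *Col3a1*, *Irx3* and *Tpm2* did not. The genes named for the ECM had log2 fold changes above 0 with both stimuli, and over both stimuli *Cald1* passed only with the replicate number as a block (adjusted p = 0.0108).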

Other observations

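LPS changed many genes in both genotypes. In control cells 1290 genes rose and 1554 fell at an adjusted p under 0.05 from limma, and in *ΔTrsp* M cells 1326 rose and 1548 fell. The cytokine genes *Il6*, *Il1a* and *Il12b* rose by 7.38, 7.60 and 7.21 on the log2 scale in control cells and by 8.22, 7.63 and 7.17 in *ΔTrsp* M cells, as did *Shisa3*, an inhibitor of Wnt and FGF signaling (7.34 and 7.44). The stress-response gene *Sesn1* fell by 4.29 and 4.35, and *Cxcr4* fell by 4.56 and 2.89. Of 34 inflammatory cytokine genes, 32 had a log2 fold change above 0 in each genotype (median 4.35 in control and 4.14 in *ΔTrsp* M cells), and of 18 interferon-stimulated genes 17 and 18 were above 0 (median 3.88 and 5.27). Unstimulated control replicate 2 lowered the rise of the interferon-stimulated genes in control cells. Their mean log2 signal was 11.37 on it, against 7.87 and 7.98 on the other unstimulated control arrays. By the methods' t-test after adjustment 427 rose and 397 fell in control cells, and 758 and 618 in *ΔTrsp* M cells. With no scaling the split was 398 and 495, and 262 and 3063.

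For the 4 cytokines of Figure 3B no difference between genotypes passed. The log2 fold changes in unstimulated and LPS-stimulated cells were 0.47 and 0.11 for *Tnf*, −1.10 and 0.22 for *Il1b*, −0.53 and 0.08 for *Cxcl1* and 0.13 and 0.12 for *Cxcl2*, with list medians of −0.20 and 0.11 (adjusted p = 0.361 and 0.832). LPS raised *Tnf* by 3.93 in control and 3.57 in *ΔTrsp* M cells, *Il1b* by 5.22 and 6.55, *Cxcl1* by 5.76 and 6.37, and *Cxcl2* by 3.198 and 3.19. The unstimulated differences were −0.20 for *Il1b*, 0.011 for *Cxcl1* and 1.19 for *Cxcl2* without unstimulated control replicate 2. That array lowered the difference of *Tnf*, which was at 10.90 on it against 9.02 and 9.63 on the other control arrays. The cytokine list had medians of 0.03 and −0.04 (adjusted p = 0.164 and 0.370), and its unstimulated mean was −0.14.

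Selenoprotein genes as a group did not pass, with medians of −0.013 in unstimulated and 0.05 in LPS-stimulated cells over 23 genes (adjusted p = 0.211 and 0.705). The log2 fold changes were 0.04 and −0.013 for *Txnrd1*, −0.16 and 0.10 for *Selenof*, −0.20 and −0.22 for *Gpx1*, 0.13 and 0.19 for *Gpx4*, 0.03 and 0.10 for *Msrb1*, −0.15 and −0.20 for *Selenop*, −0.28 and −0.39 for *Selenok*, −0.12 and −0.24 for *Selenot*, −0.15 and 0.05 for *Selenos*, −0.55 and −0.55 for *Selenow* and 0.27 and 0.52 for *Sephs2*. *Dio2* had 0.77 and 0.70 and was higher in every same-numbered pair. None passed. LPS raised *Selenow* by 1.38 in both (adjusted p = 0.0069 in control and 0.0073 in *ΔTrsp* M cells). The 9 genes of the selenocysteine machinery had medians of 0.05 and 0.12 (adjusted p = 0.967 and 0.832).

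Of 26 NRF2 targets, which encode antioxidant and phase II enzymes, 22 were above 0 with each stimulus (median 0.24 and 0.23, adjusted p = 0.0378 and 0.0159; 0.69 and 0.80 with an estimated correlation), with *Hmox1* at 0.30 and 0.61, *Gclm* at 0.31 and 0.79, and *Cat* at 0.31 and 0.51. None passed over all genes or over the list alone, and the list was higher in 6 of 6 pairs, as was the actin 3' to 5' ratio, a sign of RNA quality. Without the genes and lists that the study names the adjusted p was 0.0565 and 0.0570 at the same medians. The call in that stimulus was lost without unstimulated control replicates 1 or 3, unstimulated *ΔTrsp* M replicate 2, LPS-stimulated control replicate 3 or LPS-stimulated *ΔTrsp* M replicate 2.

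Proliferation genes were above 0 in 17 of 17 cases in unstimulated cells (median 0.73, adjusted p = 0.0035; 0.69 with an estimated correlation) and in 15 after LPS (median 0.43, adjusted p = 0.343, and 2.5e-04 with the replicate number as a block; 0.83 and 0.31 with an estimated correlation), with *Mki67* at 0.76 and −0.34 and *Mcm2* at 0.53 and 0.09. Their mean was higher in 6 of 6 pairs, as was the actin 3' to 5' ratio. With the block 11 passed over the list alone in unstimulated cells and 0 after LPS. Without unstimulated control replicate 2 the median was 0.05, and with the block and replicate 2 of all groups left out it was 0.62.

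Interferon-stimulated genes had medians of −1.08 in unstimulated (adjusted p = 4.4e-11; 0.57 with an estimated correlation) and −0.14 in LPS-stimulated cells (adjusted p = 0.370), with 0 of 18 above 0 in unstimulated cells. The log2 fold changes were −0.96 and −0.22 for *Irf7*, −0.81 and −0.22 for *Gbp3* and −0.84 and −0.84 for *Iigp1*, and none passed. Unstimulated same-numbered pairs differed in the list mean by 0.00, −3.00 and −0.32.

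Scavenger and complement genes of resident macrophages had medians of −0.21 and −0.04 (adjusted p = 1.6e-05 and 0.0375; 0.036 and 0.52 with an estimated correlation), with *Cd163* at −0.69 and −0.72 and *Stab1* at −0.37 and 0.14, and their mean was lower in 6 of 6 pairs, those in which the actin 3' to 5' ratio was higher. Without the genes that the study names the medians were −0.15 and −0.017 (adjusted p = 0.0185 and 0.651). Macrophage core genes had −0.11 and −0.02 (adjusted p = 0.0312 and 0.705; 0.22 and 0.83 with an estimated correlation; 0.0504 in unstimulated cells without the genes and lists that the study names), and LXR targets 0.04 and −0.06 (adjusted p = 0.418 and 0.690).

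Among other cell types, the medians in unstimulated and LPS-stimulated cells were 0.34 and 0.36 for osteogenic markers (adjusted p = 0.0461 and 0.247; 0.69 and 0.80 with an estimated correlation), −0.22 and 0.17 for endothelial (adjusted p = 0.154 and 0.705), −0.13 and −0.012 for neutrophil (0.481 and 0.705), 0.03 and 0.05 for mast cell (0.825 and 0.705), −0.08 and −0.014 for lymphoid (0.748 and 0.705), −0.24 and 0.10 for erythroid (0.0461 and 0.508; 0.41 with an estimated correlation in unstimulated cells) and −0.06 and 0.05 for dendritic cell markers (0.874 and 0.690, and 0.0248 with the replicate number as a block in unstimulated cells, 0.177 with an estimated correlation as well). Without the genes and lists that the study names, neither the osteogenic nor the erythroid markers passed in unstimulated cells (adjusted p = 0.0627 for both). Of the growth factor genes *Bmp4* had −1.16 and 0.25 and its antagonist *Nbl1* 1.07 and 1.05. None of these genes passed.

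Further genes named by the rule, none of which passed, had log2 fold changes of 1.51 for *5330434G04Rik*, 1.39 for *Chsy3*, 1.30 for *Muc3*, 1.29 for *Utf1*, 1.22 for *Zfp940*, −1.45 for *Ear3*, −1.39 for *Calhm6* and −1.39 for *Ms4a6b* in unstimulated cells, and 1.66 for *Cyp2c38*, 1.66 for *Gip*, 1.65 for *Nphs1os*, 1.63 for *Arntl2*, 1.60 for *Rps6ka6*, −1.84 for *Speer3*, −1.84 for *Sprr3*, −1.82 for *Marchf10* and −1.81 for *Ssmem1* after LPS. Some of these genes were near background in one genotype, so their fold changes are not exact. *Zfp940* was at 4.25, 4.40 and 4.32 on the unstimulated control arrays, and *Rps6ka6* at 4.23, 4.46 and 4.26 on the LPS-stimulated control arrays. *Sprr3* was at 4.41, 5.16 and 4.53 on the LPS-stimulated *ΔTrsp* M arrays.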
